# Implication of the IL-10-Expression Signature in the Pathogenicity of *Leptospira*-Infected Macrophages

**DOI:** 10.1128/spectrum.02595-21

**Published:** 2022-05-31

**Authors:** Li-Fang Chou, Ting-Wen Chen, Huang-Yu Yang, Ya-Chung Tian, Ming-Yang Chang, Cheng-Chieh Hung, Chih-Ho Lai, Shen-Hsing Hsu, Chung-Ying Tsai, Yi-Ching Ko, Jang-Hau Lian, Chih-Wei Yang

**Keywords:** bone marrow-derived macrophage, IL-10, *Leptospira* spp., macrophage activation

## Abstract

Leptospirosis, an emerging infectious disease caused by pathogenic *Leptospira* spp., occurs in ecoregions with heavy rainfall and has public health implications. Macrophages are the major anti-*Leptospira* phagocytes that infiltrate the kidneys during renal leptospirosis, which is caused by leptospires residing in the renal tubules. The pathogenicity of *Leptospira* spp. in immune effector cells such as macrophages is not well understood. To evaluate this pathogenesis, we characterized and compared the transcriptome-wide alterations in macrophages infected with pathogenic and nonpathogenic *Leptospira* spp. Using transcriptome data and quantitative reverse transcription PCR analysis, at 2 h postinfection, the hypoxia-inducible factor-1α-dependent glycolysis pathway was implicated in pathogenic *Leptospira*-infected macrophages but not in nonpathogenic leptospiral infections. Immune-related biological processes were mostly activated in pathogenic *Leptospira*-infected macrophages, and flow cytometry investigations revealed that classically activated macrophages represent the predominant polarization status. At 24 h after infection, biological pathways associated with interleukin-10, IL-10, signaling the induction of macrophage tolerance, as well as higher levels of IL-10 mRNA and protein expression, were observed in nonpathogenic *Leptospira*-infected macrophages compared to in pathogenic leptospiral infection. Following leptospiral infection of macrophages, strong IL-10-expressing transcriptome signatures were observed following nonpathogenic leptospiral infection. The transcriptional programs generated in *Leptospira*-infected macrophages revealed an inflammatory milieu following the production of a critical anti-inflammatory cytokine, IL-10, which is implicated in controlling the pathogenicity of activated macrophages. These findings imply that IL-10-mediated anti-inflammatory responses and tolerance in activated macrophages induced by nonpathogenic *Leptospira* spp. infection reduce inflammation and tissue damage, thus providing a potential therapeutic target for leptospirosis.

**IMPORTANCE** Activation of macrophages by *Leptospira* spp. infection is thought to be involved in the pathogenesis of leptospirosis. To evaluate the innate macrophage responses to *Leptospira* spp., specifically pathogenic versus nonpathogenic *Leptospira* spp., we characterized the entire transcriptome-wide alterations in infected macrophages. We showed that hypoxia-inducible factor-1α and immune-related pathways are activated in pathogenic leptospiral-infected macrophages. We confirmed the significantly high levels of IL-10-expressing signatures and tolerance in activated macrophages caused by nonpathogenic *Leptospira* infection. Furthermore, nonpathogenic leptospiral infections attenuated macrophage activation responses. These findings suggest a potential therapeutic strategy for the immune microenvironment caused by macrophage activation driven by IL-10 overexpression, which may contribute to regulating inflammation in leptospirosis.

## INTRODUCTION

Leptospirosis, an emerging infectious zoonotic and waterborne disease caused by pathogenic *Leptospira* spp., is endemic to tropical/subtropical ecoregions with heavy rainfall and has public health implications (1). Because its incidence is increasing globally, leptospirosis is a growing public health issue. Leptospirosis causes an estimated more than 1 million cases and 60,000 deaths annually worldwide (1). The clinical manifestations of human leptospirosis vary from asymptomatic infection to severe diseases with multiorgan damage, including hepatic dysfunction and renal failure, all of which are associated with immune manifestations (2).

Leptospiral infections in humans are caused by direct or indirect contact with infected reservoir animals, which carry the pathogen in their renal tubules/urine, leading to spread throughout the ecosystem (3). *Leptospira* species invade the human body through skin abrasions or mucosal surfaces, enter the bloodstream, and disseminate to various organs where they cause tissue damage (2). Renal lesions are associated with leptospirosis in humans.

Asymptomatic leptospiral chronic infections in the kidneys can progress to chronic tubulointerstitial nephritis and renal fibrosis based on our previous studies (4–6). Recent studies suggested that *Leptospira* spp. evade the innate immune response of the host through its resistance to the complement system and interactions of leptospiral components with host pattern recognition receptors (PRRs), such as Toll-like receptors (TLRs) and the nucleotide-binding oligomerization domain (NOD)-like receptor (NLR) family (7).

The cellular innate immune system, including neutrophils and macrophages, is the first line of defense against infection. This system is involved in early recognition and elimination of invading pathogens. Macrophages are dynamic and heterogeneous cells that directly defend against bacteria within cells and secrete cytokines to activate immune responses. Surface receptors on macrophages, such as TLRs and complement receptors, and assist the host in recognizing pathogens and presenting antigens for adaptive immunity (8). During spirochete infections, macrophages are essential for controlling the bacterial burden and tissue inflammation. Studies on the function of macrophages in leptospiral infection indicated that macrophages can effectively phagocytize leptospires (9–11). Pathogenic Leptospira interrogans, but not nonpathogenic Leptospira biflexa, can survive, replicate, and be released from cells to the extracellular milieu in infected murine macrophages at 24 h after infection (9). L. interrogans, an uncommon intracellular pathogen, may block NOD1/2 recognition through peptidoglycan modification induced by leptospiral lipoprotein LipL21 binding, thereby escaping from the phagolysosome to the cytosol of macrophages (7). Differentially regulated genes in L. interrogans-infected murine and human primary macrophages are involved in biological signaling pathways related to antigen presentation, membrane regulation, TLR signaling pathway, innate immune responses, and cytokine and chemokine secretion (10).

Macrophages are the main infiltrating anti-*Leptospira* phagocytes in the kidneys of infected mice (12). According to previous *in vivo* studies, tissue macrophages are derived from circulating bone marrow-derived monocytes (13). A recent study reported that a renal biopsy from severe leptospirosis associated with oliguric renal failure showed inflammatory infiltration in the tubules/interstitium and accumulation of macrophages, predominantly the classical M1 phenotype (14). Macrophage activation and polarization are dynamic processes controlled by local microenvironmental signals (15). Polarized macrophages have been broadly classified into two types based on their activation state and roles: classically activated M1 (proinflammatory profile; higher levels of CD80 and nitric oxide synthase expression used as phenotypic markers) and alternatively activated M2 (anti-inflammatory profile; express CD206 and arginase I as markers) macrophages (16). In response to various signals, macrophages can differentiate from monocytes *in vitro* and may undergo classical M1 activation (stimulated by TLR ligands such as bacterial lipopolysaccharide (LPS), and type I inflammatory cytokines) or alternative M2 activation (stimulated by interleukin (IL)-4 or IL-13) (17). Classically activated M1 macrophages secrete proinflammatory cytokines and mediate tissue injury, whereas alternatively activated M2 macrophages produce arginase I and anti-inflammatory cytokines such as IL-10, which reduce inflammation and contribute to tissue repair (17–19). Moreover, LPS-tolerant macrophages are polarized toward the M2 phenotype (20).

IL-10 is an anti-inflammatory cytokine and potent immunoregulator during infection (21). Macrophages are key sources of IL-10 during infection. Several studies have reported that IL-10 protects the infected host by reducing pathogen-induced immunological disorders or by hijacking the IL-10-related pathway to subvert the host immune response (21, 22). Recent studies showed that LPS-tolerant monocytes/macrophages express low levels of M1-associated genes and high levels of M2-associated genes such as IL-10 (20). IL-10 produced by macrophages prevents adjacent cells from becoming classically activated M1 macrophages, allowing cells to self-regulate (23). IL-10 plays a role in limiting the host immune response to pathogens and in maintaining tissue homeostasis by reducing the immunological response of the host to infection, thereby preventing damage to the host.

The leptospire–macrophage interaction is a common model used to examine the initial response to leptospiral infection. Transcriptomic studies of leptospiral infections have been conducted using *in vitro* macrophage infection models. Based on the global responses of pathogenic L. interrogans to macrophage-derived cells, as shown by Xue et al., modulation of leptospiral outer membrane proteins may be an immune evasion strategy used by pathogenic L. interrogans to avoid host innate immunity during the early stage of infection (24). Macrophage responses after leptospiral infection have been described by Araujo et al. (25, 26). Microarray-based gene expression profiles showed that at 6 h after infection with different strains of *Leptospira* spp. in the murine macrophage cell line J774A.1, apoptosis and cell repair/movement/death/survival were significantly activated following infection with the virulent strain (26).

In this study, we performed global analysis of gene expression associated with murine bone marrow-derived macrophages (BMDMs) induced by leptospiral infection using *ex vivo* infection models. To better understand how macrophages alter their gene expression in response to pathogenic and nonpathogenic *Leptospira* spp. infection, we performed high-throughput next-generation sequencing (NGS) for comprehensive transcriptomic analysis to explore the contribution of biological molecules and signaling pathways in infected macrophages. Our results provide a foundation for further investigation of the pathogenesis of leptospirosis. Together, these findings will facilitate further molecular studies of the innate immune response to leptospiral infections. A better understanding of the molecular pathogenesis of persistent intracellular leptospire-derived infected macrophages may lead to improved diagnostics, therapeutics, and prophylactics for leptospirosis.

## RESULTS

### Macrophage morphology changes following leptospiral infection.

To investigate the role of activated macrophages after infection with pathogenic and nonpathogenic *Leptospira* spp., we used murine bone marrow cells grown in the presence of recombinant macrophage colony-stimulating factor, a growth factor that causes myeloid bone marrow progenitor cells to differentiate into BMDMs (27). On day 7 of culture, over 90% of cells were negative for the dendritic cell marker CD11c but positive for the macrophage markers, F4/80 and CD11b, demonstrating that the cells were pure and had matured into macrophages (Fig. 1A).

**FIG 1:**
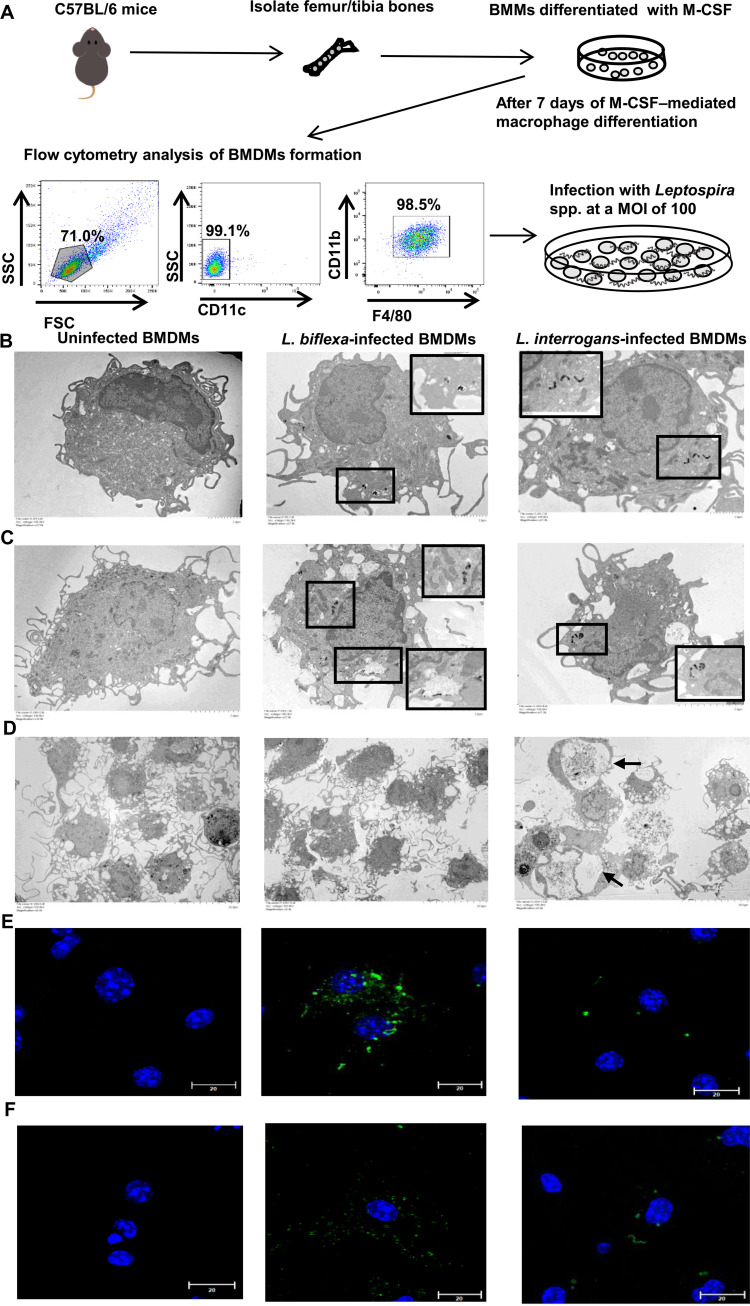
Differential morphology of cells and leptospires uptake in BMDMs infected with *Leptospira* spp. (A) Schematic representation of an *ex vivo* model of murine BMDMs infected with *Leptospira* spp. Mouse bone marrow suspensions were cultivated in medium containing macrophage colony-stimulating factor for 7 days; adherent cells were harvested for assays using flow cytometry. The purity of F4/80^+^/CD11b^+^/CD11c- BMDMs was approximately 90%, and precise numbers of macrophages were plated for experimental infection with *Leptospira* spp. The cellular architecture of *Leptospira*-infected BMDMs at 2 h (B) and 24 h (C and D) postinfection, as visualized using transmission electron microscopy. Scale bar, 2.0 μm (B); 5.0 μm (C); and 20.0 μm (D). Intracellular leptospiral localization patterns in infected macrophages are depicted in an interior frame; these areas are magnified in the corner of the photos. Immunofluorescence detection of intracellular *Leptospira* spp. in infected BMDMs at 2 h (E) and 24 h (F) postinfection. BMDMs were stained with anti-Lipl32 antibody for L. interrogans (green), anti-*L. biflexa* antibody to *L. biflexa* (green), and DAPI (blue) to visualize the cell nucleus. Uninfected BMDMs were analyzed as negative controls (2 and 24 h). Samples were analyzed using confocal microscopy (scale bar, 20.0 μm; magnification 1,000×). BMDM, bone marrow-derived macrophage.

Cell morphological differences and uptake of leptospires in BMDMs were evaluated using transmission electron microscopy (TEM). As shown in Fig. 1B and Fig. S1A in the supplemental material, in pathogenic *Leptospira*-infected macrophages, mitochondria with a characteristic electron-dense matrix predominated in the early stage of infection (2 h postinfection) compared to mitochondria with a loss of electron density in uninfected and nonpathogenic *Leptospira*-infected macrophages, indicating increased mitochondrial activity in pathogenic *Leptospira*-infected macrophages. In addition to the difference in mitochondria, intact L. interrogans was localized in the cytosol of BMDMs, and degraded *L. biflexa* was found within vacuoles at 2 and 24 h postinfection (area delineated by a rectangle in Fig. 1B–C and Fig. S1B).

As shown in Fig. 1B–C, the amount of *L. biflexa* in infected BMDMs was greater than that of L. interrogans in BMDMs in a single cell; the distribution of intracellular fluorescent *Leptospira* spp. was higher in infected BMDMs at 2 and 24 h after infection (Fig. 1E–F and Fig. S1C). These findings indicate that intact L. interrogans were present in macrophages at 2 and 24 h after infection, whereas *L. biflexa* was degraded (Fig. S1B). TEM images of BMDMs infected with L. interrogans at 24 h postinfection revealed abnormal compartments, including a megasome-like structure surrounded by the membranes of BMDMs (Fig. 1D, arrow). At 24 h after infection, morphological changes in BMDMs infected with L. interrogans were compared with those in uninfected and *L. biflexa*-infected macrophages (Fig. 1D). As shown in Fig. S1D, the percentage of early apoptotic cells in *L. biflexa*-infected BMDMs was higher than that in L. interrogans-infected BMDMs at 24 h after infection, suggesting that the presence of large vacuoles in L. interrogans-infected BMDMs is unrelated to apoptotic cell death. The results suggest that the proliferation of infected cells resulted in a decreased percentage of late apoptotic cells after a 24-h infection compared to 2-h infection.

### Distinct transcriptional signatures of BMDMs infected with pathogenic and nonpathogenic *Leptospira* spp.

Illumina RNA-sequencing (RNA-seq) was performed for transcriptomics profiling in murine BMDMs infected with pathogenic L. interrogans and nonpathogenic *L. biflexa* for 2 and 24 h, respectively, to examine the direct effects of *Leptospira* spp. on macrophages (Fig. 2A). 

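BMDMs are macrophages grown from mouse bone marrow, here from C57BL/6 mice. They were left uninfected or were infected with L. interrogans or L. biflexa at a multiplicity of infection of 100, and RNA was collected after 2 and 24 h. Each of the 6 groups holds 3 libraries, 18 in all. The labels number them as replicates 1, 2 and 4 for uninfected BMDMs at 2 h, as 2, 3 and 4 for L. interrogans at 2 h, and as 1, 2 and 3 in the other groups. No library was a copy of another of its group, since their counts differed by a chi-square per gene of 10.5 to 221. According to the methods, RNA was treated with DNase I, cDNA was amplified with the NuGEN Ovation system, and reads that passed a quality filter were mapped to the mouse genome GRCm38 in the CLC Genomics Workbench. The authors deposited, for each library and each of 46202 genes, the reads on exons, introns and exon-exon junctions and an RPKM value, in which the reads are divided by the exon length in kilobases and by the mapped reads of the library. The counts used here are the reads from which the authors made the RPKM: those on exons or, for the 24249 genes with no exon listed, all reads of the gene. At 2 h these counts summed to between 34899074 and 36977825 per library in uninfected BMDMs (median 36464008), 30309525 and 32083426 with L. interrogans (median 30355651), and 32997686 and 33770503 with L. biflexa (median 33326428). After 24 h they summed to between 25611855 and 33254814 in uninfected BMDMs (median 28607940), 21135961 and 27031061 with L. interrogans (median 24823152), and 17266133 and 30142281 with L. biflexa (median 26325590). The counts include reads placed at more than one location, so genes with near-identical copies are uncertain, and the paper's text does not name the strand used in counting, so overlapping genes can share reads. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test, in one fit per time point with its 9 libraries. After edgeR's filter on low counts, 14663 genes were tested at 2 h and 24075 at 24 h. A differentially expressed gene (DEG) was defined by the rule under the paper's Table 1, an unadjusted p under 0.05 and a change of at least 2-fold. A single gene is called changed below at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Genes named below for the largest changes were taken from called genes whose libraries did not overlap between the groups compared.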

Next-generation sequencing was performed using a paired-end 2 × 150 bp library on the HiSeq4000 platform (Illumina, San Diego, CA, USA). Table S1 summarizes the sequencing data for each sample. On average, we obtained 60 million filtered and cleaned 130-nucleotide reads mapped to mouse genomes. 

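The number of mapped reads in a library can be recovered from the deposited RPKM values, because each divides a gene's reads by its exon length and by the same library total. The totals recovered from different genes of one library differed at most by a factor of 1.00000778. Mapped reads averaged 60256429 over the libraries and ranged from 46287713 to 78895826. At 2 h they were 59684463 ± 4328655 (SD, n = 3) in uninfected BMDMs, 55676683 ± 2513307 with L. interrogans and 60524415 ± 1503686 with L. biflexa. At 24 h they were 65535213 ± 10159685 in uninfected BMDMs, 51000139 ± 4476524 with L. interrogans and 69117659 ± 9385388 with L. biflexa. Part of these reads lay outside the listed genes and is in no count. That share was 4.48% ± 0.0485, 5.54% ± 0.712 and 4.69% ± 0.472 in the same order at 2 h, and 14.5% ± 1.89, 14.9% ± 3.37 and 27.8% ± 6.15 at 24 h. Each L. biflexa library at 24 h had a larger share outside genes than each uninfected or L. interrogans library (exact permutation test, two-sided p = 0.1 for either comparison, the smallest that 3 libraries against 3 allow).

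**Figure D1:**
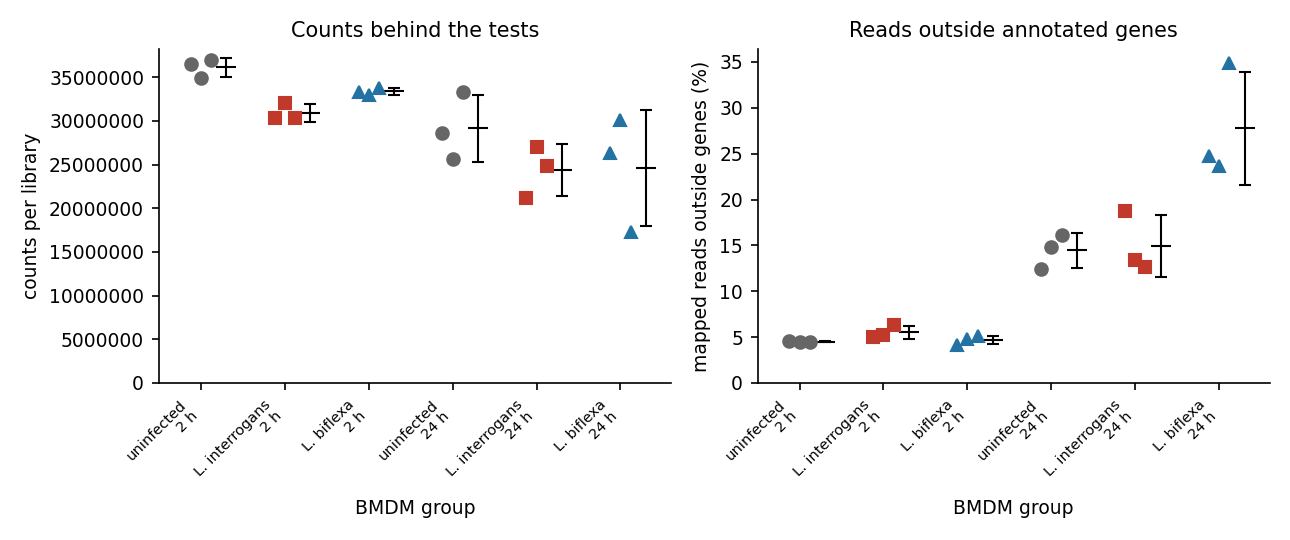
The left panel plots the counts of each library and the right panel the percent of its mapped reads outside genes, for the 6 groups; points are libraries and bars give the mean and SD of 3. At 24 h the L. biflexa libraries reach 34.9% outside genes, and replicate 3 of that group has the fewest counts of all, 17266133.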

To evaluate global changes in the BMDM transcriptome in response to leptospiral infection, principal-component analysis (PCA) was performed on three independent biological replicates for each infection time point and for each group to visualize the relationships between the tested samples. 

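Principal components were computed from log2 CPM (counts relative to the TMM-scaled library total, with a prior count of 2) of the 25281 genes that passed the filter over all libraries. The first component held 69.1% of the variance, the second 11.0% and the third 3.88%. On the log2 of RPKM plus a pseudocount of 0.1 they held 44.1%, 30.6% and 7.48%, and with exon-exon junction reads, chosen after seeing the data, 41.5%, 29.1% and 7.03%. The sum of the 3 shares, 83.9%, moved most with the 500 most variable genes alone, to 97.8%.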

The PCA plot of the RNA-seq data showed that the transcriptomic profiles were clustered by different experimental samples and infection periods. 

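The distance between 2 libraries was taken as the root mean square difference of their log2 CPM over genes. At 2 h an infected and an uninfected library differed by 1.43 on average, against 0.810 between libraries of the same kind. Of the 84 ways to choose 3 of the 9 libraries, none but the real one gave as large an excess (exact permutation test, one-sided p = 0.0119, the smallest possible). After 24 h these distances were 1.53 between and 1.23 within, and 2 of the 84 ways gave as large an excess (exact permutation test, one-sided p = 0.0238).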

Segregation of uninfected and infected groups is shown in Fig. 2B and indicates changes in gene expression profiles following infection. 

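Libraries of different times were 2.55 apart on average in root mean square log2 CPM, and libraries of one time 1.25, all 3 groups of a time taken together. Of 100000 random splits of the libraries into 9 and 9, counting the real one, 5 had as large an excess (permutation test, one-sided p = 5.0e-05). The labels of all 2 h libraries carry a leading T that those of 24 h lack, so time cannot be told from library series here.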

Samples at two time points (2 and 24 h) were clustered independently. At 2 h postinfection, samples infected with pathogenic and nonpathogenic *Leptospira* spp. clustered together (Fig. 2B). 

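The mean distance between an L. interrogans and an L. biflexa library at 2 h was 0.833 in root mean square log2 CPM, against 0.801 within either group. The real grouping still had the largest excess of the 10 possible ones (exact permutation test, one-sided p = 0.1, the smallest 3 libraries against 3 allow). With the 500 most variable genes it no longer did (p = 0.3, exact). The direct comparison gave 403 DEGs, 159 higher and 244 lower in L. interrogans-infected BMDMs, and the other splits of the 6 libraries gave up to 373. At a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test the count fell to 29, of which 2 were higher. By the rule with an unadjusted p, 739 DEGs were found without replicate 2 of L. interrogans. Among the called genes with a log2 CPM of at least 1 and no overlap between libraries, Nos2 (GeneID 18126, chromosome 11, 78920859 to 78960232) had the largest increase in L. interrogans-infected BMDMs. Its log2 fold change was 1.28 (standard error 0.25, adjusted p = 0.027, edgeR). Gab1 followed at 1.00 (adjusted p = 0.00399, edgeR) and Nod1 at 0.98 (adjusted p = 0.0225, edgeR). Lower in L. interrogans-infected BMDMs were Ccl24 at -2.77 (adjusted p = 4.46e-04, edgeR), Egr3 at -2.04 (adjusted p = 5.39e-05, edgeR) and Cd46 at -2.03 (adjusted p = 0.0304, edgeR; 6 to 16 against 39 to 46 reads). Gab1, Ccl24 and Egr3 were called whichever library was left out, and Ccl24 under every other setting as well. Gab1 lost its call on log2(RPKM + 0.1) (0.98) and log2(RPKM + 1) (0.68) and scaled to Gapdh (0.89), and Egr3 with junction reads (-1.80), chosen after seeing the data. Nos2 and Nod1 lost their calls without replicate 3 (1.15 and 1.01) or 4 (1.20 and 0.78) of L. interrogans, or replicate 1 (1.35 and 0.95), 2 (1.23 and 0.94) or 3 (1.24 and 1.06) of L. biflexa. Both also lost them on log2(RPKM + 0.1) (1.20 and 0.93) and log2(RPKM + 1) (0.79 and 0.59), scaled to Gapdh (1.14 and 0.86) and with junction reads (1.28 and 0.83), and Nos2 with all gene reads (0.94), also chosen after seeing the data. Cd46 lost its call without replicate 1 or 4 of the uninfected BMDMs (-2.03 for each), replicate 3 of L. interrogans (-1.81), or replicate 1 (-2.04), 2 (-1.95) or 3 (-2.10) of L. biflexa, and with the 6 libraries alone (-2.04), both RPKM scales (-0.82 and -0.14), Gapdh (-2.16) and all gene reads (-0.014).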

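An L. interrogans and an L. biflexa library at 24 h were on average 1.46 apart in root mean square log2 CPM, and 1.13 within either group. The real grouping had the largest excess of the 10 possible ones (exact permutation test, one-sided p = 0.1, which 3 libraries against 3 cannot go below). Replicate 3 of L. biflexa lay farthest from its own group, at 1.34, and the other L. biflexa libraries at 1.13 and 1.18. On the first component the L. interrogans libraries scored between -1.19 and -0.66 and the uninfected libraries between -0.89 and -0.62, which overlap, and the L. biflexa libraries between -2.05 and -1.60. Over the 24 h libraries these scores fell in the order of the share of mapped reads outside genes, from -0.62 at 12.4% to -2.05 at 34.9%. At 24 h this component therefore cannot be told from that share. The second component parted the uninfected libraries (0.55 to 0.60) from those with L. interrogans (-0.20 to -0.18) and L. biflexa (-0.35 to -0.24). With junction reads, chosen after seeing the data, the species were 0.943 apart and 0.861 within, again the largest excess of the 10 groupings. On the first component of junction reads, L. biflexa libraries scored -1.15 to -0.90 and L. interrogans libraries -0.83 to -0.75.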

Our results indicate that the three-group data (uninfected, L. interrogans-infected, and *L. biflexa*-infected BMDMs) were separated in a time-dependent manner, and the gene expression profiles of BMDMs infected with L. interrogans were distinct from those of *L. biflexa* at 24 h postinfection.

**FIG 2:**
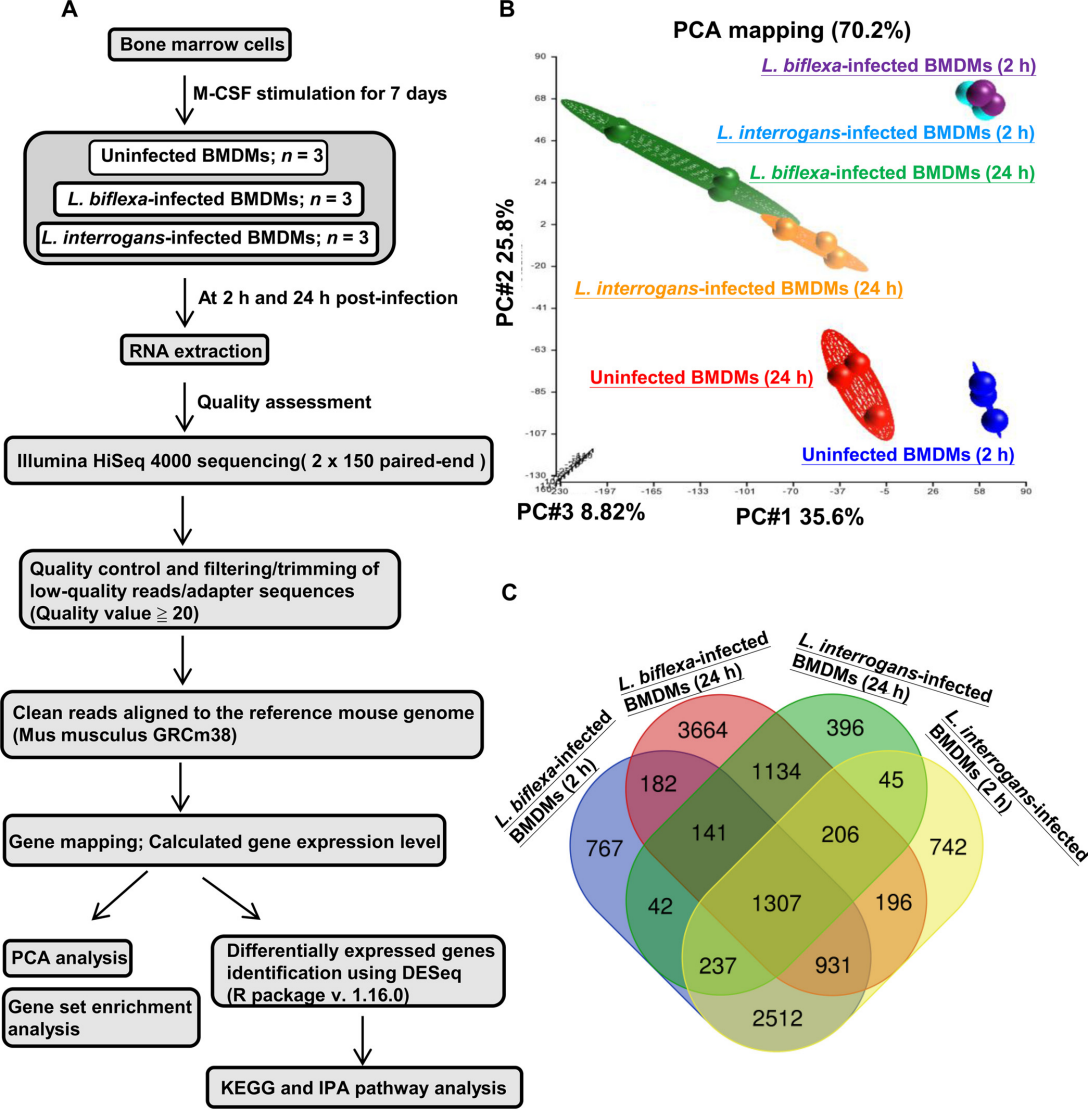
Changes in global macrophage transcriptomes in response to leptospiral infection. (A) Schematic representation of transcriptional profiles of infected macrophages. (B) Global BMDM transcriptome profiles determined using PCA. (C) Venn diagram comparison showing common and unique genes differentially expressed in infected macrophages at 2 and 24 h after infection. BMDM, bone marrow-derived macrophage; PCA, principal coordinate analysis.

At 2 h postinfection, we identified 6,176 differentially expressed genes (DEGs) between BMDMs infected with L. interrogans and uninfected BMDMs. Of these, 27.15% of genes were upregulated, and 72.85% were downregulated. 

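In the deposited counts, 5340 genes passed the rule for a DEG between L. interrogans-infected and uninfected BMDMs at 2 h in edgeR's quasi-likelihood test. Of these, 2476 were higher after infection (46.4%) and 2864 lower. With a Benjamini-Hochberg adjusted p under 0.05 in the rule, 5110 passed. The count moved most, to 1886, when log2(RPKM + 1) was tested with limma, a scale that shrinks the changes of genes with few reads. With library totals alone in place of TMM there were 6326 DEGs, 25.0% of them higher, and the median log2 fold change of all genes was lower by 0.52. Leaving out each of the 9 libraries in turn gave 5269 to 5684 DEGs. The other splits of the 6 libraries gave at most 158. Here and below, such splits mix infected and uninfected libraries, which widens the spread within groups. Their counts are therefore no level of false DEGs. Among called genes with a log2 CPM of at least 1 and no overlap between libraries, the largest increases were in Sele (GeneID 20339, chromosome 1, 164039604 to 164058487) and Upp1 (GeneID 22271, chromosome 11, 9118008 to 9136170). Sele had 290 to 303 reads per infected library against 0 to 1 (adjusted p = 9.18e-12, edgeR), and Upp1 had at least 69 against 0 (adjusted p = 4.17e-08, edgeR). The largest decreases were in Rsc1a1 (GeneID 69994, chromosome 4) and Cnr2 (GeneID 12802, chromosome 4). Rsc1a1 had 0 reads in infected and 270 to 390 in uninfected libraries (adjusted p = 2.01e-05, edgeR), but 0% of its reads were placed uniquely. Cnr2 had a log2 fold change of -6.36 (standard error 0.48, adjusted p = 6.8e-09, edgeR). It had 0 to 10 reads in the infected libraries and 502 to 619 in the uninfected ones.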

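After 24 h, 3652 genes met the DEG rule between L. interrogans-infected and uninfected BMDMs, 1721 higher and 1931 lower. Under library totals in place of TMM the DEGs numbered 4175, and the share that was higher fell from 47.1% to 28.6%. It was 35.6% with a filter of at least 1 CPM in at least 3 libraries and 36.2% on the log2 of RPKM plus 0.1. Leaving out libraries gave 3445 to 4294 DEGs, 32.2% to 49.4% of them higher, and the share fell most without replicate 2 of the uninfected BMDMs (35.2%), replicate 2 or 3 of L. interrogans (34.5% and 35.1%) or replicate 3 of L. biflexa (32.2%), a library that is in the fit but not in this comparison. Without all 3 L. biflexa libraries it was 45.3%. The largest increases were in Il12a (GeneID 16159, chromosome 3, 68690644 to 68698550), with 95 to 164 reads per infected library and 0 to 1 per uninfected library (adjusted p = 1.91e-08, edgeR), and Edn1 (GeneID 13614, chromosome 13, 42301270 to 42307989), with 203 to 284 against 1 to 2 (log2 fold change 7.91, adjusted p = 2.53e-08, edgeR). Hist1h3g and Fam64a had 0 reads in each infected library and 381 to 454 and 146 to 230 in the uninfected ones (adjusted p = 9.41e-08 and 3.02e-06, edgeR). Of the Hist1h3g reads, 85.5% were placed uniquely.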

There were 3,508 DEGs in BMDMs infected with L. interrogans compared to in uninfected BMDMs after 24 h of infection, with 36.52% upregulated and 63.48% downregulated (Table 1). In BMDMs infected with *L. biflexa*, at 2 and 24 h postinfection, 6,119 (26.83% upregulated and 73.17% downregulated) and 7,761 (47.84% upregulated and 52.16% downregulated) genes were differentially expressed, respectively (Table 1). 

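For L. biflexa at 2 h, 5206 genes met the DEG rule, 2429 of them higher (46.7%) and 2777 lower. After 24 h it gave 9073 DEGs, 5556 higher (61.2%) and 3517 lower. With an adjusted p in the rule the counts were 4991 and 7809. The other splits of the 6 libraries gave at most 120 at 2 h and 922 at 24 h. The RPKM scale moved the 24 h count most. On log2(RPKM + 1) it was 2201, 23.6% of the genes higher, and on log2(RPKM + 0.1) it was 5801, 30.6% higher. Counting only exon-exon junction reads, a choice made after seeing the data, gave 3179 DEGs at 24 h (47.6% higher) and 2853 at 2 h. Genes with no exon listed were 46.5% of the 24 h DEGs and 40.1% of the genes tested at 24 h, and 25.0% of the 2 h DEGs and 18.2% of the genes tested at 2 h. Leaving out replicate 3 of L. biflexa at 24 h, the library with the fewest counts, gave 7493 DEGs, and leaving out replicate 1 or 2 gave 9511 and 9751. At 2 h the genes with the largest increase were again Upp1 (65 to 97 reads against 0, adjusted p = 5.47e-08, edgeR) and Sele (140 to 185 against 0 to 1, adjusted p = 5.11e-11, edgeR). The largest decreases were in Cnr2 (log2 fold change -6.84, adjusted p = 4.48e-09, edgeR) and LOC105244323, a gene with no exon listed (-6.27, adjusted p = 4.65e-08, edgeR). At 24 h Il12a had 241 to 568 reads (adjusted p = 3.91e-09, edgeR). Igfbp7 (GeneID 29817, chromosome 5) had 493 to 774 against 1 to 2, a log2 fold change of 8.47 (adjusted p = 9.99e-11, edgeR). Hist1h2bm (GeneID 319186, chromosome 13) fell to 0 to 2 reads from 953 to 1174 (log2 fold change -9.75, adjusted p = 9.04e-11, edgeR) and Hist1h3g to 0 to 1 (adjusted p = 6.6e-08, edgeR).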

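The share of DEGs that was lower after infection depended on how libraries were scaled. With TMM, lower genes made up 53.6% of the DEGs for L. interrogans and 53.3% for L. biflexa at 2 h, and 52.9% and 38.8% at 24 h. With library totals alone the shares were 75.0% and 75.3% at 2 h and 71.4% and 30.8% at 24 h. On log2(RPKM + 0.1) they were 77.4% and 78.4% at 2 h and 63.8% and 69.4% at 24 h. For junction reads, a choice made after seeing the data, they were 46.8% and 46.2% at 2 h and 53.7% and 52.4% at 24 h. In a single TMM fit of all 18 libraries the share for L. biflexa at 24 h was 27.5%. TMM sets the middle of the genes near no change, and library totals set the sum of all counts as equal. At 2 h the genes that were higher with L. interrogans took 15.1% of the counts in uninfected BMDMs and 50.3% in infected BMDMs. Neither scaling measures the amount of RNA per cell.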

The extensive downregulation of gene expression in infected BMDMs suggests that biological pathways were slowed during leptospiral infection. Fig. 2C shows that among the four groups analyzed, the largest number of differentially expressed genes (3,664 DEGs; 1,145 gene transcripts were downregulated, and 2,519 gene transcripts were upregulated) was observed at 24 h after infecting BMDMs with *L. biflexa*, showing the dramatic variation in the transcriptome profiles of the *L. biflexa*-infected BMDM groups (at 24 h postinfection).

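With the same rule, 5309 genes were DEGs in L. biflexa-infected BMDMs at 24 h alone, 4029 of them higher and 1280 lower than in uninfected BMDMs. The other groups alone had 584 (L. interrogans, 2 h), 539 (L. biflexa, 2 h) and 546 (L. interrogans, 24 h). Both species at 2 h alone shared 2179, both at 24 h alone 1306, and all 4 comparisons 1121. The comparisons of one time use the same uninfected libraries, which alone creates overlap. Groups simulated without change against these libraries shared 39.4 DEGs at 2 h and 128 at 24 h on average (10 simulations), where the real groups shared 4370 and 2664 in the same direction. Opposite directions were found for 0 genes at 2 h and 26 at 24 h. Compared at 24 h alone, 4382 genes were DEGs higher with L. biflexa and not DEGs with L. interrogans, and 84.7% of them had no exon listed, against 18.7% of the 1148 higher with both species. Without replicate 3 of L. biflexa at 24 h the number of DEGs found in that group alone was 3640. On log2(RPKM + 1), the setting that moved it most, it was 662 (47 higher, 615 lower), and with junction reads alone, chosen after seeing the data, 665 (326 higher, 339 lower).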

**TABLE 1:** Number of DEGs and significantly enriched pathways in bone marrow-derived macrophages following leptospiral infection

Groups	Infection times^*a*^	DEGs^*b*^			KEGG pathways^*c*^	Ingenuity canonical pathways^*c*^
		Up-regulated genes (%)	Down-regulated genes (%)	Total		
*L. biflexa*	2	1,642 (26.83)	4,477 (73.17)	6,119	14	36
	24	3,713 (47.84)	4,048 (52.16)	7,761	8	24
L. interrogans	2	1,677 (27.15)	4,499 (72.85)	6,176	14	29
	24	1,281 (36.52)	2,227 (63.48)	3,508	24	61

a Infection times, hours.

b Numbers of DEGs (the absolute value of FC ≥ 2; *P* value <  0.05) based on RNA-seq data. The DEGs in comparisons of *L. biflexa*-infected BMDMs *vs.* uninfected BMDMs and L. interrogans-infected BMDMs *vs* uninfected BMDMs.

c The *P* value <1E-5 was used as a threshold to select significant pathways enriched at KEGG using clusterProfiler and canonical pathways determined from ingenuity pathway analysis.

To examine the molecular mechanisms underlying *L. interorgan*- and *L. biflexa-*infected BMDMs, the identified DEGs were investigated using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis and the Ingenuity Pathway Analysis (IPA) with the filtering option *P < *1E-5. Table 1 lists the number of significantly enriched canonical pathways. KEGG pathway enrichment analysis showed that at 2 and 24 h postinfection, pathogenic *Leptospira*-infected BMDMs had 14 and 24 significantly enriched pathways, respectively, and nonpathogenic *Leptospira*-infected BMDMs had 14 and 8 significantly enriched pathways, respectively. At 2 h postinfection, the DEGs were significantly enriched in the “IL-17 signaling pathway,” “nuclear factor (NF)-kappa B signaling pathway,” and “tumor necrosis factor (TNF) signaling pathway” in both L. interrogans- and *L. biflexa*-infected BMDMs (Fig. 3A). 

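Pathways were tested with 15 gene sets of Reactome from the fgsea package, since KEGG sets were not used here, and no set for IL-17 or NF-κB signaling was analysed. The test was camera from limma, which asks whether the genes of a set rank higher or lower than all others, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 15 sets. In the set "TNF signaling", of which 9 genes were tested, the median log2 fold change at 2 h was 0.70 for L. interrogans (adjusted p = 0.145, camera) and 0.37 for L. biflexa (adjusted p = 0.132, camera), with 5 of the 9 genes higher in both. Neither passed camera's threshold, whereas fry, a test against no change that allows for correlation, called both (adjusted p = 4.32e-05 and 1.70e-05). Over all 60 tests, 15 sets in 4 comparisons with uninfected BMDMs, camera called 41. Of these, 40 were also called by fry and 13 by camera with the correlation estimated from the data, 12 of which belong to the sets for Toll-like, NLR and C-type lectin receptors, chemokine receptors and interferon at 2 h.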

In nonpathogenic *Leptospira*-infected BMDMs, pathways related to PRRs, including the “C-type lectin receptor signaling pathway,” “NOD-like receptor signaling pathway,” and “Toll-like receptor signaling pathway” were significant; however, pathogenic *Leptospira*-infected BMDMs were enriched only in the “NOD-like receptor signaling pathway.”

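For both species at 2 h, camera placed the Reactome sets for the 3 receptor classes higher than in uninfected BMDMs. The median log2 fold change over the 103 genes of "Toll-Like Receptors Cascades" was 0.48 for L. interrogans (70 genes higher, adjusted p = 6.68e-08, camera) and 0.49 for L. biflexa (73 higher, adjusted p = 3.64e-08, camera). Over 41 genes of "NLR signaling pathways" it was 0.48 (adjusted p = 1.54e-04, camera) and 0.53 (adjusted p = 1.62e-04, camera), with 28 genes higher in each. Over 117 genes of "C-type lectin receptors" it was 0.46 (88 higher, adjusted p = 1.23e-05, camera) and 0.53 (93 higher, adjusted p = 2.87e-06, camera). The difference between the species was not tested for these sets.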

**FIG 3:**
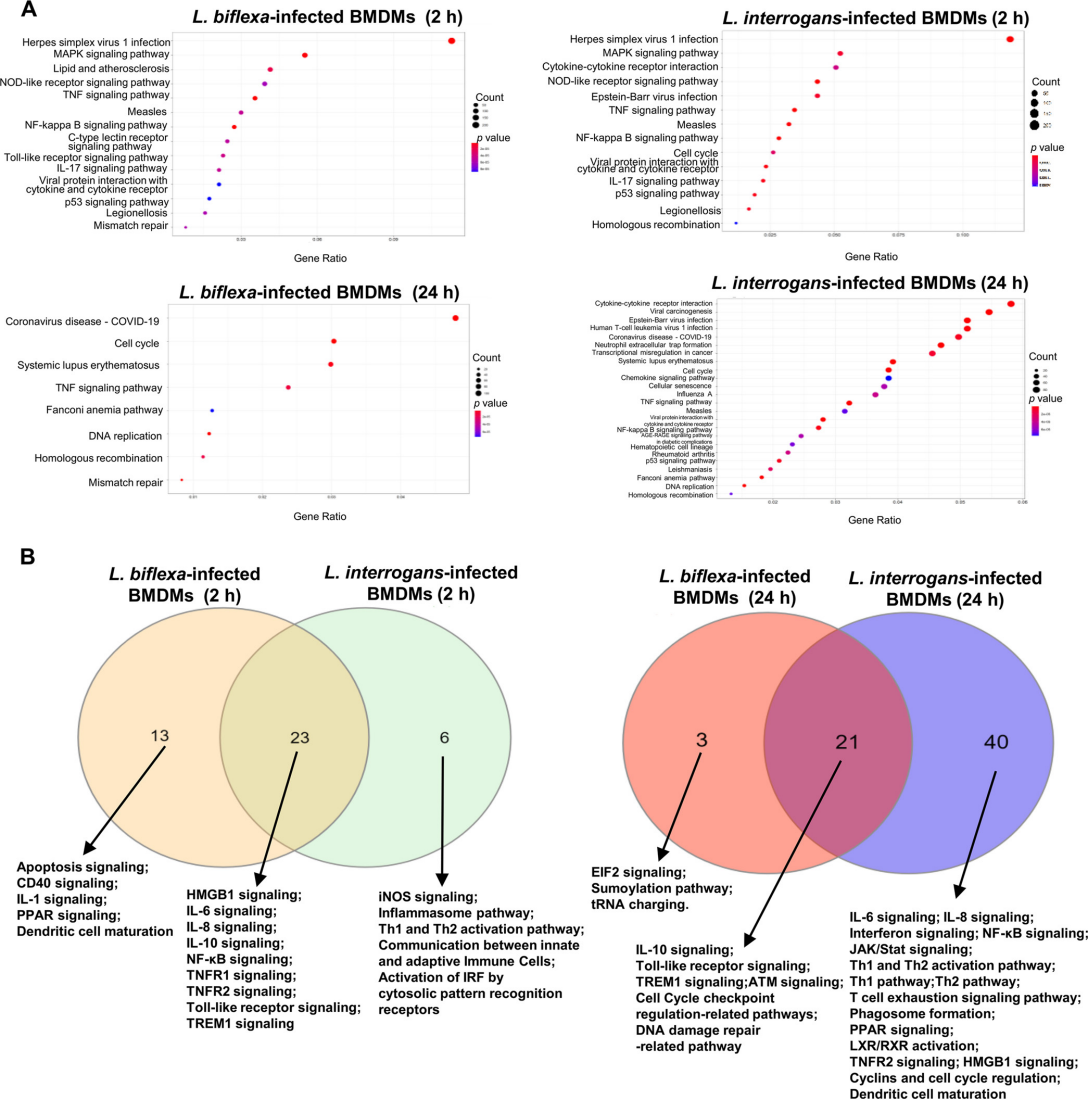
Enrichment of functional pathways identified from global transcriptional profiles of infected macrophages. (A) Dot plots showing significantly enriched KEGG pathways (*P < *1E-5) in infected macrophages. The gene ratio on the *x* axis is the relative abundance of genes in each KEGG term, and the *y* axis shows the KEGG terms. Dot size represents the number of differentially expressed genes in each term, and the circle color of each dot represents the *P* value of each term. (B) Significantly enriched IPA canonical pathways (*P < *1E-5) identified in macrophages infected with Leptospira biflexa or Leptospira interrogans after infection at 2 and 24 h. Venn diagram showing overlapping significantly enriched canonical pathways for comparison. IPA, ingenuity pathway analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes.

In addition, the “cytokine-cytokine receptor interaction” pathway was enriched in BMDMs infected with pathogenic *Leptospira* spp. but not in those infected with nonpathogenic *Leptospira* spp. KEGG pathway enrichment analysis revealed significant enrichment of “cell cycle,” “DNA replication,” and “homologous recombination”-associated pathways for both L. interrogans- and *L. biflexa*-infected BMDMs at 24 h postinfection. 

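The Reactome sets for the cell cycle, DNA replication and homologous recombination ranked lower than other genes 24 h after infection with either species. Over the 401 genes of "Cell Cycle, Mitotic" the median log2 fold change was -0.34 for L. interrogans (257 genes lower, adjusted p = 3.82e-09, camera) and -0.95 for L. biflexa (332 lower, adjusted p = 4.81e-21, camera). The 16 genes of "Homologous Recombination Repair" had medians of -1.67 (15 lower, adjusted p = 1.96e-09, camera) and -1.96 (16 lower, adjusted p = 4.44e-13, camera). For the 99 genes of "DNA Replication" with L. interrogans the median was -0.041 and the mean -0.61 (52 lower, adjusted p = 0.0203, camera). With L. biflexa the median was -0.65 (72 lower, adjusted p = 1.01e-08, camera). The set "Translation" was lower too, with medians of -0.35 and -0.82 (adjusted p = 1.45e-04 and 4.44e-13, camera). Part of the lower medians for L. biflexa lies in the scaling at 24 h. Genes with exons had a median log2 fold change against uninfected BMDMs of -0.34 in the fit of all genes, and of 0.13 when exon reads of these genes were fitted alone.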

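In the Reactome set "Chemokine receptors bind chemokines", 36 genes were tested at 24 h, and 26 of them were higher than in uninfected BMDMs with each species. Their median log2 fold change was 0.84 with L. interrogans (adjusted p = 6.43e-19, camera) and 1.04 with L. biflexa (adjusted p = 1.51e-10, camera). At 2 h the medians over 28 genes were 2.93 (20 higher, adjusted p = 4.05e-11, camera) and 3.24 (21 higher, adjusted p = 4.89e-12, camera). For 9 genes of "TNF signaling" at 24 h, camera called the set higher with L. interrogans (median 0.43, adjusted p = 0.00516). With L. biflexa the median was -0.52 while the direction of the test was up, and the set was not called (adjusted p = 0.784, camera). Whether the species differ in these sets was not tested.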

Pathways associated with the “chemokine signaling pathway,” “cytokine-cytokine receptor interaction,” “NF-κB signaling pathway,” and “neutrophil extracellular trap formation” were enriched in L. interrogans-infected BMDMs but not in *L. biflexa*-infected BMDMs (Fig. 3A).

The results of IPA enrichment analysis of the DEGs are shown in Fig. 3B. Both L. interrogans- and *L. biflexa*-infected BMDMs infected for 2 and 24 h were enriched in “Toll-like receptor signaling,” “triggering receptor expressed on myeloid cells 1 (TREM1) signaling,” and “interleukin 10 signaling.” 

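After 24 h of infection the set "Toll-Like Receptors Cascades" was higher in L. interrogans-infected than in uninfected BMDMs (median log2 fold change 0.35, 67 of 103 genes higher, adjusted p = 1.54e-06, camera). With L. biflexa its median was -0.27 with 41 genes higher, and it was not called (adjusted p = 0.59, camera). This direction turned with the reads counted. With exon reads of genes with exons only it was 0.22 (adjusted p = 0.0111, camera), and with junction reads, chosen after seeing the data, 0.27 (adjusted p = 0.007, camera). The range of this adjusted p over fry, the estimated correlation and these 2 choices was 0.007 to 0.925. Trem1 (GeneID 58217, chromosome 17, 48232367 to 48246924, plus strand, 10 exons) rose with both species at both times. At 2 h it had 14 to 34 reads with L. interrogans, 14 to 41 with L. biflexa and 0 to 11 in uninfected BMDMs, log2 fold changes of 3.33 (standard error 0.85, adjusted p = 0.00337, edgeR) and 3.20 (standard error 0.85, adjusted p = 0.00458, edgeR). After 24 h they were 4.15 (standard error 0.49, adjusted p = 5.82e-06, edgeR) and 3.09 (standard error 0.48, adjusted p = 8.58e-05, edgeR), from 0.661 ± 0.280 CPM (SD, n = 3) in uninfected BMDMs.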

Using a Z-score of >2 as the threshold for significant activation, “TREM1 signaling,” “role of PRRs in recognition of bacteria and viruses,” “IL-6 signaling,” and “high mobility group box 1 signaling” were significantly active in *L. biflexa*- and L. interrogans-infected BMDMs, respectively, at 2 h postinfection (Table S2). Furthermore, immune-related biological processes, such as “IL-6 signaling” (Z-score = 2.655), “NF-κB signaling” (Z-score = 2.188), “T cell exhaustion signaling pathway” (Z-score = 2.466), “Th1 pathway” (Z-score = 2.058), “Th2 pathway” (Z-score = 2.121), and “interferon signaling” (Z-score = 3.207), were significantly activated in L. interrogans-infected BMDMs at 24 h postinfection.

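The Reactome interferon sets were higher with L. interrogans at 24 h. Over the 110 genes of "Interferon Signaling" the median log2 fold change against uninfected BMDMs was 1.09, with 88 genes higher (adjusted p = 1.91e-35, camera). It was 1.19 over 12 genes of the alpha and beta set, all of them higher (adjusted p = 1.64e-14, camera), and 1.18 over 82 genes of the gamma set, 65 of them higher (adjusted p = 1.9e-33, camera). The same sets were called with L. biflexa, with medians of 0.76 (72 higher), 0.76 (9 higher) and 0.90 (58 higher) and adjusted p of 1.05e-12, 2.27e-06 and 5.15e-13 from camera. At 2 h the "Interferon Signaling" medians were 1.10 and 1.03 over 106 genes for L. interrogans and L. biflexa (adjusted p = 4.24e-18 and 2.57e-16, camera). IL-6, NF-κB, T cell exhaustion, Th1 and Th2 pathways were not analysed here.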

### High expression levels of IL-10 in macrophages infected by nonpathogenic *Leptospira* spp.

Based on the above results, we selected six gene transcripts involved in the TLR, NLR, and TNF pathways and proinflammatory/anti-inflammatory cytokines to validate the gene expression profiles obtained in RNA-seq analysis (Table S3). 

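In the RNA-seq counts at 2 h, Tlr1 (GeneID 21897, chromosome 5, 64924680 to 64933589, minus strand, 16 exons) rose from 57.9 ± 2.97 CPM (SD, n = 3) in uninfected BMDMs to 238 ± 2.76 with L. interrogans and 281 ± 9.67 with L. biflexa. These are log2 fold changes of 2.04 (standard error 0.11) and 2.28 (standard error 0.11), with adjusted p of 6.64e-11 and 1.9e-11 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tlr2 (GeneID 24088, chromosome 3, 83836272 to 83841825, minus strand) rose from 48.1 ± 3.91 CPM to 731 ± 37.5 and 705 ± 31.7, and Nlrp3 (GeneID 216799, chromosome 11, 59541569 to 59566956, plus strand) from 25.6 ± 3.61 CPM to 806 ± 92.1 and 678 ± 66.7. Tnf (GeneID 21926, chromosome 17, 35199367 to 35202007, minus strand) rose from 18.2 ± 7.43 CPM to 1860 ± 285 and 2337 ± 178. Il10 (GeneID 16153, chromosome 1, 131019845 to 131024970, plus strand, 5 exons) rose from 1.77 ± 0.421 CPM to 93.8 ± 22.7 and 86.1 ± 1.46, with no call between the species (log2 fold change 0.12, standard error 0.17, adjusted p = 0.747, edgeR). The largest adjusted p of Tlr2, Nlrp3, Tnf and Il10 against uninfected BMDMs was 1.54e-12 (edgeR). Il6 (GeneID 16193, chromosome 5, 30013161 to 30019968, plus strand) had 3 to 38 reads in uninfected libraries and log2 fold changes of 6.45 and 7.00 (adjusted p = 6.02e-09 and 2.41e-09, edgeR), with 62.2% and 64.0% of its reads placed uniquely. At 24 h Il10 was at 4.52 ± 1.79 CPM in uninfected BMDMs, 26.9 ± 6.22 with L. interrogans and 26.2 ± 5.07 with L. biflexa. Both species raised it, by log2 fold changes of 2.57 (standard error 0.30, adjusted p = 4.17e-06, edgeR) and 2.53 (standard error 0.30, adjusted p = 4.16e-06, edgeR). Between L. interrogans and L. biflexa the log2 fold change was 0.038 (standard error 0.28, adjusted p = 0.923, edgeR), and the libraries overlapped (exact permutation test, two-sided p = 0.9). Its sign turned negative without replicate 2 of the uninfected BMDMs (-0.20), replicate 2 (-0.23) or 3 (-0.29) of L. interrogans or replicate 3 of L. biflexa (-0.32). With junction reads alone, chosen after seeing the data, it was -0.56 (adjusted p = 0.391, edgeR; 0.187 to 0.970 over the alternatives). Ccl2 (GeneID 20296, chromosome 11, 82035577 to 82037452, plus strand, 3 exons) was at 6.86 ± 1.61, 452 ± 59.1 and 792 ± 147 CPM in the same groups. Its log2 fold change between L. interrogans and L. biflexa was -0.81 (standard error 0.19, adjusted p = 0.00621, edgeR), and it stayed between -1.13 and -0.64 with each of the 9 libraries left out. It lost its call only with all gene reads, chosen after seeing the data (-0.49, adjusted p = 0.0694, edgeR). Of the other transcripts, Tlr1 (log2 fold change 0.95, adjusted p = 0.00212, edgeR) and Tnf (0.67, adjusted p = 0.00533, edgeR) were higher with L. interrogans than with L. biflexa at 24 h. Tlr2 (0.48, adjusted p = 0.0634, edgeR) and Nlrp3 (0.24, adjusted p = 0.335, edgeR) were not called. Junction reads turned Tnf (-0.11), Tlr2 (-0.12) and Nlrp3 (-0.24) to the other side and took the call from Tlr1 (0.64), whereas Tlr2 (0.71) and Nlrp3 (0.50) were called with all gene reads, also chosen after seeing the data. Tnf lost its call without replicate 2 of L. interrogans (0.40), with library totals (0.13), with exon reads of genes with exons only (0.16), in a fit of all 18 libraries (0.42, adjusted p = 0.0794, edgeR) and scaled to Gapdh (0.37, adjusted p = 0.217, edgeR). Tlr2 was called without replicate 1 of L. interrogans (0.60) or replicate 2 of L. biflexa (0.64). Nlrp3 was negative without replicate 2 (-0.046) or 3 (-0.0078) of L. interrogans or replicate 3 of L. biflexa (-0.14). Over the 28 genes that the paper names in its comparisons, 9 were called higher and 6 lower in L. interrogans-infected BMDMs at 24 h over all genes tested. Adjusted over the list alone, 11 were higher and 6 lower, which is not independent evidence because the study chose the genes on these samples.

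**Figure D2:**
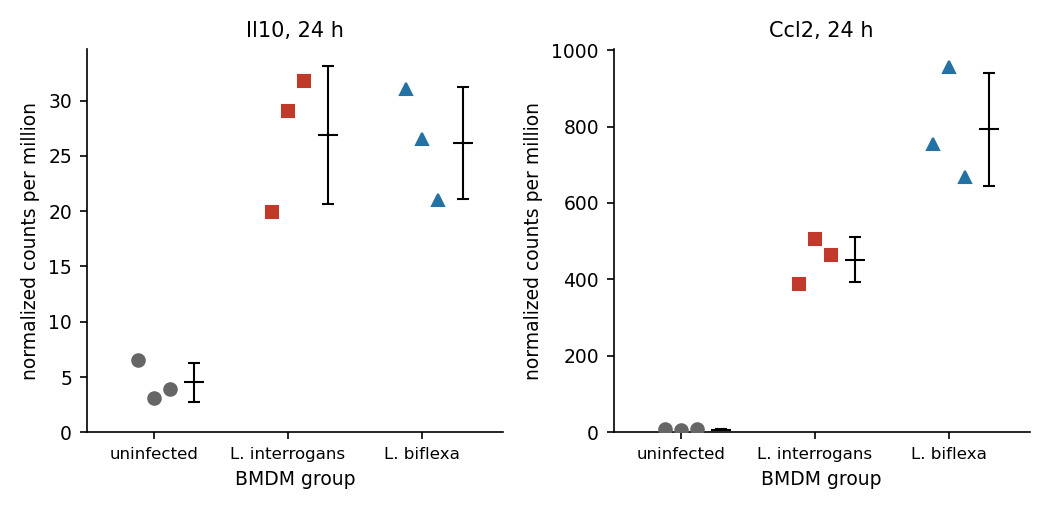
Normalized CPM of Il10 (left) and Ccl2 (right) at 24 h in uninfected, L. interrogans-infected and L. biflexa-infected BMDMs; points are libraries and bars the mean and SD of 3. The means of Il10 are 26.9 and 26.2 CPM with L. interrogans and L. biflexa, and those of Ccl2 452 and 792.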

The results of quantitative real-time reverse transcription-PCR (RT-PCR) analysis of the selected genes in infected and uninfected BMDMs performed at two time points agreed with the RNA-seq transcriptomic data, indicating the reliability of the DEGs obtained from transcriptome sequencing (Fig. 4A and B). The expression of TLR1, TLR2, NLR family pyrin domain containing 3 (NLRP3), and inflammatory genes was significantly upregulated in BMDMs after leptospiral infection at early time points (2 h postinfection) (Fig. 4A). The results showed increased expression of IL-10 (9.81-fold, *P < *0.01) and chemokine (C-C motif) ligand 2 (CCL2; 4.65-fold, *P < *0.005) in *L. biflexa*-infected BMDMs compared to that in L. interrogans-infected BMDMs (Fig. 4B).

**FIG 4:**
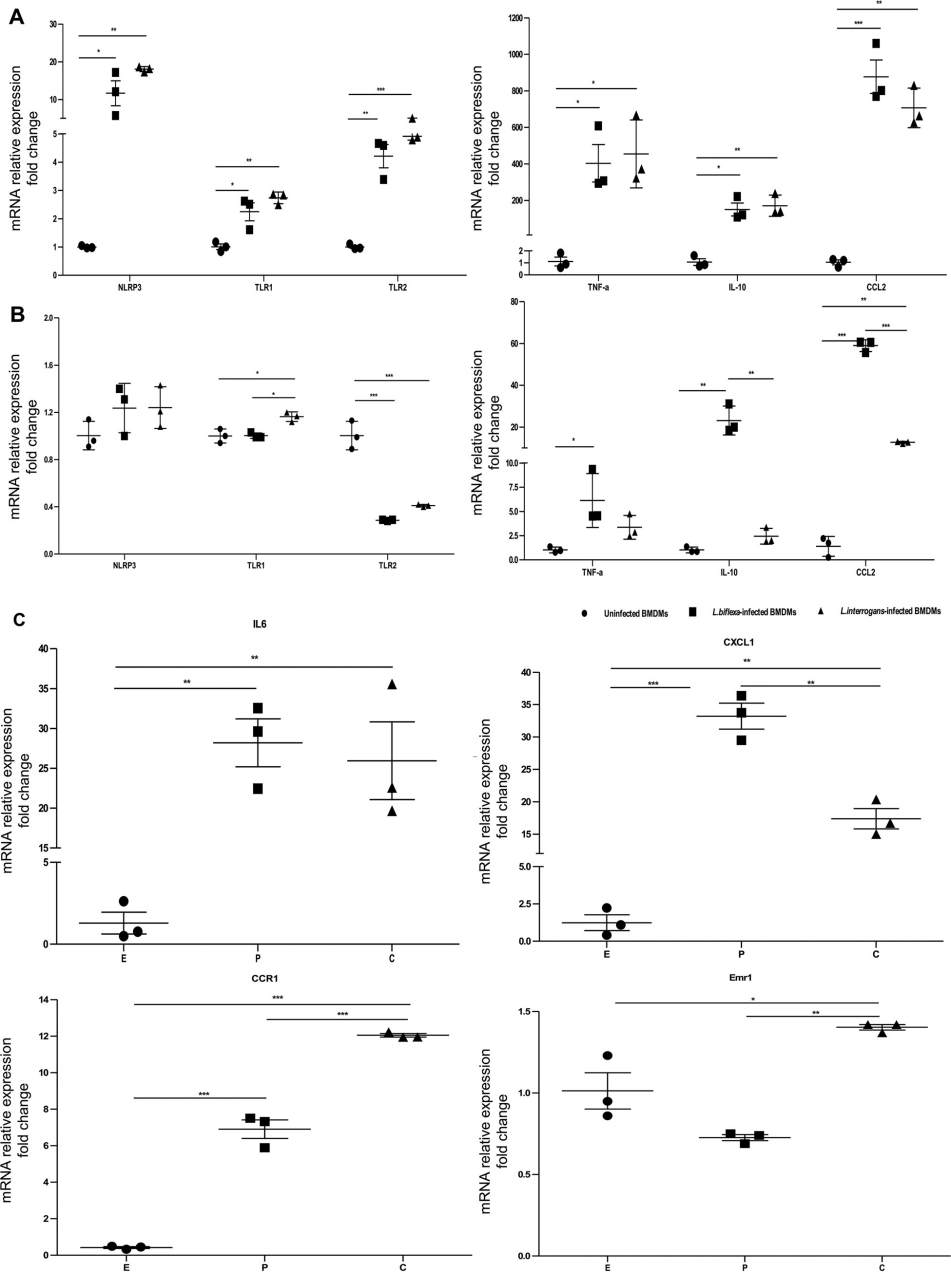
Genes differentially expressed in macrophages infected with *L. biflexa* or L. interrogans. After infection with leptospires for 2 h (A) and 24 h (B and C), relative mRNA expression levels for the indicated gene were analyzed. NLR family, pyrin domain containing 3: NLRP3; Toll-like receptor 1: TLR1; Toll-like receptor 2: TLR2; tumor necrosis factor-alpha: TNF-α; interleukin 10: IL-10; chemokine (C-C motif) ligand 2: CCL2; interleukin 6: IL-6; chemokine (C-X-C motif) ligand 1: CXCL1; chemokine (C-C motif) receptor 1: CCR1; EGF-like module containing, mucin-like, hormone: Emr1. The expression of target genes was normalized to that of GAPDH. Control condition refers to uninfected BMDM groups. Data were analyzed using a two-way analysis of variance followed by multiple comparisons tests (GraphPad Prism). Significant differences are representative of the results from multiple experimental replicates (*n *= 3). *, *P < *0.05; **, *P < *0.01; ***, *P < *0.005. E: uninfected BMDMs; P: *L. biflexa*-infected BMDMs; C: L. interrogans-infected BMDMs. BMDM, bone marrow-derive macrophage.

We further explored the effect of biological molecules or cytokines in the microenvironment with high expression of IL-10, which is induced by leptospiral infection, using transcriptome-wide analysis because of the high expression levels of IL-10 in macrophages infected with nonpathogenic *Leptospira* spp. By calculating the ratio (fold change ratio in L. interrogans-infected compared to in *L. biflexa*-infected BMDMs) for each expressed gene, we predicted the biological molecules or cytokines related to pathogenic *Leptospira*-infected BMDMs with low IL-10 expression or nonpathogenic *Leptospira*-infected BMDMs with high IL-10 expression. As shown in Table S4, there were 411 *L. biflexa*-induced gene transcripts in BMDMs at 24-h of infection, as demonstrated by a reduced ratio (fold change ratio in L. interrogans-infected compared to in *L. biflexa*-infected BMDMs) of <1.0, whereas 1,065 L. interrogans-induced gene transcripts showed a fold change ratio of >1.0 (Table S5). 

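The 2 tables were read against the deposited values. The ratio of mean RPKM, L. interrogans over L. biflexa at 24 h, was below 1 for each of the 411 transcripts of Table S4, with a median of 0.787 and a range of 0.121 to 0.993. It was above 1 for each of the 1065 of Table S5, with a median of 1.30 and a range of 1.01 to 4.88. The ratio lay within 1.5-fold for 282 and 794 of them, and 100 and 91 had no exon listed. In a direct test of the counts, 405 transcripts of Table S4 could be tested. Of these, 340 were lower and 65 higher with L. interrogans, and 50 were called lower (edgeR's quasi-likelihood test, adjusted p under 0.05). All 1065 of Table S5 were higher and 391 were called. The direction depended on the scaling. With library totals in place of TMM, 424 of the 1065 were higher and 641 lower, and all 405 of Table S4 were lower. In junction reads, chosen after seeing the data, 324 of the 911 tested of Table S5 were higher and 587 lower. The choice that moved the Table S4 count most was library totals, with 178 called, and the Table S5 count fell to 20 with junction reads. Leaving out a library gave 31 (without L. interrogans replicate 1) to 95 (without L. biflexa replicate 3) for Table S4. For Table S5 it gave 86 to 541, with 86 and 94 without L. interrogans replicates 2 and 3, 166 without replicate 2 of the uninfected BMDMs and 193 without L. biflexa replicate 3. Over all genes the direct comparison at 24 h gave 6186 DEGs, 1257 higher with L. interrogans and 4929 lower, and the other splits of the 6 libraries gave at most 2205. The share that was higher was 20.3% with TMM and 3.44% with library totals, which lowered the median log2 fold change of all genes by 0.53. It was 8.22% with the filter of at least 1 CPM in at least 3 libraries, 7.63% with the 6 libraries compared and 9.91% with all 18. On the log2 of RPKM plus 0.1 it was 35.7%, with junction reads 51.0% of 588 DEGs, and on the log2 of RPKM plus 1 64.4% of 135. With a library left out it was 8.55% to 29.2%. Exon reads of genes with exons only gave 1589 DEGs. Among called genes with a log2 CPM of at least 1 and no overlap between libraries, Mccc2 (GeneID 78038, chromosome 13, 99948532 to 100015639) had the largest increase with L. interrogans. Its log2 fold change was 3.44 (standard error 0.77, adjusted p = 0.00518, edgeR) from 30 to 72 reads against 0 to 14. Marveld1 (3.17, adjusted p = 6.97e-04, edgeR) and Ska3 (3.07, adjusted p = 0.00282, edgeR) followed. Higher with L. biflexa were Gm35988 (-8.16, adjusted p = 9.79e-04, edgeR), Lrriq3 (-4.67, adjusted p = 0.00441, edgeR) and Mamdc2 (adjusted p = 0.0106, edgeR). Gm35988 has no exon listed, had 0 to 3 against 25 to 1142 reads, and 14.9% of its reads were placed uniquely. Lrriq3 had 4 to 5 against 16 to 359 reads, and Mamdc2 0 to 1 against 4 to 28. Lrriq3 lost its call without replicate 3 of L. biflexa (-2.30), and Mamdc2 without replicate 2 of L. interrogans. With the 6 libraries compared, Mccc2 (3.26) and Ska3 (2.83) lost theirs. Junction reads took the call from Marveld1 (5.47) and Ska3 (2.38). On log2(RPKM + 1) Ska3 was not called (0.22). On log2(RPKM + 0.1) and log2(RPKM + 1), Gm35988 (-0.71 and -0.11), Lrriq3 (-1.86 and -0.59) and Mamdc2 (-0.52 and -0.071) were not called.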

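Cxcl1 (GeneID 14825, chromosome 5, 90891245 to 90893121, plus strand, 4 exons) was at 48.7 ± 7.52 CPM (SD, n = 3) in L. interrogans-infected and 97.6 ± 5.11 CPM in L. biflexa-infected BMDMs at 24 h. The fold of L. biflexa over L. interrogans was 2.00 (adjusted p = 0.0039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each L. biflexa library lay above each L. interrogans library (exact permutation test, two-sided p = 0.1). With each of the 9 libraries at 24 h left out, the log2 fold change of L. interrogans over L. biflexa stayed between -1.29 and -0.87 and was called.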

According to our RNA-seq analysis and quantitative RT-PCR validation results, the mRNA levels of C-X-C motif chemokine ligand 1 (CXCL1) were significantly higher in BMDMs infected with *L. biflexa* than in those infected with L. interrogans (*P < *0.01) (Fig. 4C). 

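Emr1 (GeneID 13733, chromosome 17, 57358651 to 57483529, plus strand, 27 exons) was at 3392 ± 645 CPM (SD, n = 3) with L. interrogans and 1637 ± 247 CPM with L. biflexa at 24 h. The log2 fold change was 1.05 (standard error 0.17, adjusted p = 0.00149, edgeR), and it stayed between 0.72 and 1.22 with each library left out. It was 0.38 with junction reads (adjusted p = 0.0262, edgeR), chosen after seeing the data. Ccr1 (GeneID 12768, chromosome 9, 123962126 to 123968692, minus strand, 2 exons) was at 102 ± 8.29 and 91.4 ± 20.8 CPM, a log2 fold change of 0.16 that was not called (standard error 0.22, adjusted p = 0.584, edgeR). Its libraries overlapped (exact permutation test, two-sided p = 0.7). The sign was negative without replicate 2 of the uninfected BMDMs (-0.066), replicate 2 (-0.073) or 3 (-0.045) of L. interrogans, or replicate 3 of L. biflexa (-0.22), and with junction reads (-0.38).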

The levels of CCR1 and Emr1 mRNA expression in L. interrogans-infected BMDMs were significantly higher than those in *L. biflexa*-infected cells (Fig. 4C and Table S3). Based on these findings, the number of highly expressed gene transcripts such as C-X-C motif chemokine ligand 10 (CXCL10) and C-X-C motif chemokine ligand 9 (CXCL9) in L. interrogans-infected BMDMs with low IL-10 expression was 2.5-fold higher than that in *L. biflexa*-infected cells with high IL-10 expression, suggesting anti-inflammatory responses in BMDMs induced by nonpathogenic *Leptospira* spp. infection.

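Cxcl10 (GeneID 15945, chromosome 5, 92346638 to 92348889, minus strand, 4 exons) was at 269 ± 58.3 CPM (SD, n = 3) with L. interrogans and 122 ± 35.0 CPM with L. biflexa at 24 h, a log2 fold change of 1.13 (standard error 0.25, adjusted p = 0.00488, edgeR). Only 44.2% of its reads were placed uniquely. Cxcl9 (GeneID 17329, chromosome 5, 92321331 to 92328079, minus strand, 4 exons) was at 30.2 ± 3.81 and 15.1 ± 2.77 CPM, a log2 fold change of 1.00 (standard error 0.24, adjusted p = 0.00669, edgeR). Both lost their call without replicate 2 (0.92 and 0.89) or replicate 3 (0.78 and 0.74) of L. interrogans. With junction reads, chosen after seeing the data, neither was called (0.64 and 0.36), nor with library totals (0.62 and 0.49) or exon reads of genes with exons only (0.62 and 0.51). Scaled to Gapdh, Cxcl10 kept its call (0.81) and Cxcl9 lost it (0.69). From the larger number of transcripts in Table S5 than in Table S4, set beside the IL-10 level of the same cells, the paper proposes that nonpathogenic infection induces an anti-inflammatory response in BMDMs.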

### Pathway-based gene signatures associated with leptospiral infection-induced macrophage activation.

To identify the cellular biological mechanisms underlying the regulatory pathways induced by pathogenic and nonpathogenic *Leptospira* spp. infection, gene set enrichment analysis (GSEA) was performed using RNA-seq transcriptome data. The cutoff value for the enrichment magnitude and statistical significance was defined as an absolute normalized enrichment score (NES) ≥1, a nominal *P* value of <0.05, and a false discovery rate (FDR) q-value of <0.25. Cellular pathways associated with leptospiral infection were significantly enriched in *Leptospira*-infected BMDMs according to GSEA performed with hallmark gene sets collected from the Molecular Signatures Database (MSigDB) (28) (Table S6). 

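The core genes that the paper gives for 3 hallmark sets at 2 h were tested as lists with camera: 14 genes for reactive oxygen species, 18 for TGF-beta signaling and 36 for glycolysis. All were matched to the files. The study chose these genes on the same samples, so the tests are not independent evidence. In L. interrogans-infected BMDMs every gene of the 3 lists was higher than in uninfected BMDMs, with median log2 fold changes of 1.73 (adjusted p = 1.33e-13, camera), 1.11 (adjusted p = 9.79e-10, camera) and 1.96 (adjusted p = 2.74e-20, camera). In L. biflexa-infected BMDMs every gene was higher as well, with medians of 1.75 (adjusted p = 3.09e-12, camera), 1.12 (adjusted p = 2.0e-08, camera) and 1.60 (adjusted p = 7.12e-19, camera). Of the genes for reactive oxygen species, TGF-beta and glycolysis, 14, 18 and 36 were called with L. interrogans and 12, 17 and 35 with L. biflexa, and the counts adjusted over the list alone were the same. Reactome sets, which the study did not choose, gave smaller changes. "Detoxification of Reactive Oxygen Species" (19 genes) had medians of 0.49 with L. interrogans and 0.20 with L. biflexa (adjusted p = 0.00823 and 0.043, camera). "Signaling by TGF-beta Receptor Complex" (65 genes) had 0.17 and 0.35 and was not called (adjusted p = 0.321 and 0.242, camera).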

Compared to the uninfected BMDMs group, 31 and 29 gene sets were significantly enriched in L. interrogans- and *L. biflexa*-infected BMDMs at 2 h postinfection, respectively, whereas three significantly enriched pathways, “HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY,”“HALLMARK_TGF_BETA_SIGNALING,” and “HALLMARK_GLYCOLYSIS,” were identified in L. interrogans-infected BMDMs but not in *L. biflexa*-infected BMDMs (Fig. 5A–C). 

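Of the 33 core genes given for the UV response set, 32 could be tested at 24 h, and of the PI3K, AKT and MTOR set all 14. Against uninfected BMDMs the UV response genes had a median log2 fold change of 1.91 with L. interrogans (32 higher, adjusted p = 7.16e-46, camera) and 1.78 with L. biflexa (31 higher, adjusted p = 1.25e-23, camera). The PI3K genes had 1.77 (adjusted p = 3.8e-29, camera) and 1.15 (adjusted p = 1.31e-10, camera), and all were higher with either species. Called one by one were 31 and 24 of the UV response genes, the same when adjusted over the list alone. Of the PI3K genes 14 were called with L. interrogans and 13 with L. biflexa, or 14 adjusted over the list alone. Since the study picked both lists on these libraries, they are not independent evidence.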

At 24 h postinfection, 18 and 16 gene sets were significantly enriched in L. interrogans- and *L. biflexa*-infected BMDMs, respectively, whereas the “HALLMARK_UV_RESPONSE_UP” and “HALLMARK_PI3K_AKT_ MTOR_ SIGNALING” gene sets were only found in L. interrogans-infected BMDMs (Table S6 and Fig. S2). The ranked lists of the core enrichment genes (also known as leading-edge genes) with the highest metric scores for each enriched gene set are shown in Table S7. These core enrichment genes are thought to be actively regulated by pathogenic L. interrogans infection and have the greatest effect on biological processes.

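The lists of Table S7 were also tested between L. interrogans and L. biflexa. At 2 h the list for reactive oxygen species had a median log2 fold change of 0.17 (12 of 14 higher, adjusted p = 0.0314, camera), the list for TGF-beta signaling 0.15 (13 of 18 higher, adjusted p = 0.0222, camera) and the glycolysis list 0.080 (25 of 36 higher, adjusted p = 0.0469, camera). One by one, 0, 1 and 1 of these genes were called over all genes tested and 0, 2 and 3 adjusted over the list alone. The list for reactive oxygen species lost its call without replicate 4 of L. interrogans (0.19), or replicate 1 (0.22) or 2 (0.13) of L. biflexa, and that for TGF-beta without replicate 4 of L. interrogans (0.041) or replicate 1 of L. biflexa (0.11). The glycolysis list lost it without replicate 1 of the uninfected BMDMs (0.079), replicate 3 (0.14) or 4 (0.095) of L. interrogans, or replicate 1 (0.099) or 2 (0.13) of L. biflexa. After 24 h the UV response list had a median of 0.29 (25 of 32 higher, adjusted p = 0.00856, camera), with 11 genes called higher and 2 lower, or 11 and 3 adjusted over the list alone. Its direction reversed to -0.23 with exon reads of genes with exons only (adjusted p = 0.00768, camera) and to -0.20 with junction reads (adjusted p = 1.02e-05, camera), chosen after seeing the data, with adjusted p up to 0.378 over the alternatives. It lost its call without replicate 2 of L. interrogans (0.094) or replicate 3 of L. biflexa (0.12). Of all camera calls between the species, those for the UV response and PI3K lists, for the COATES list and for the Reactome set of branched-chain amino acids also held under fry. The 3 lists at 2 h and those for interleukin 10 signaling and FOSTER did not, and no call between the species held with an estimated correlation.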

**FIG 5:**
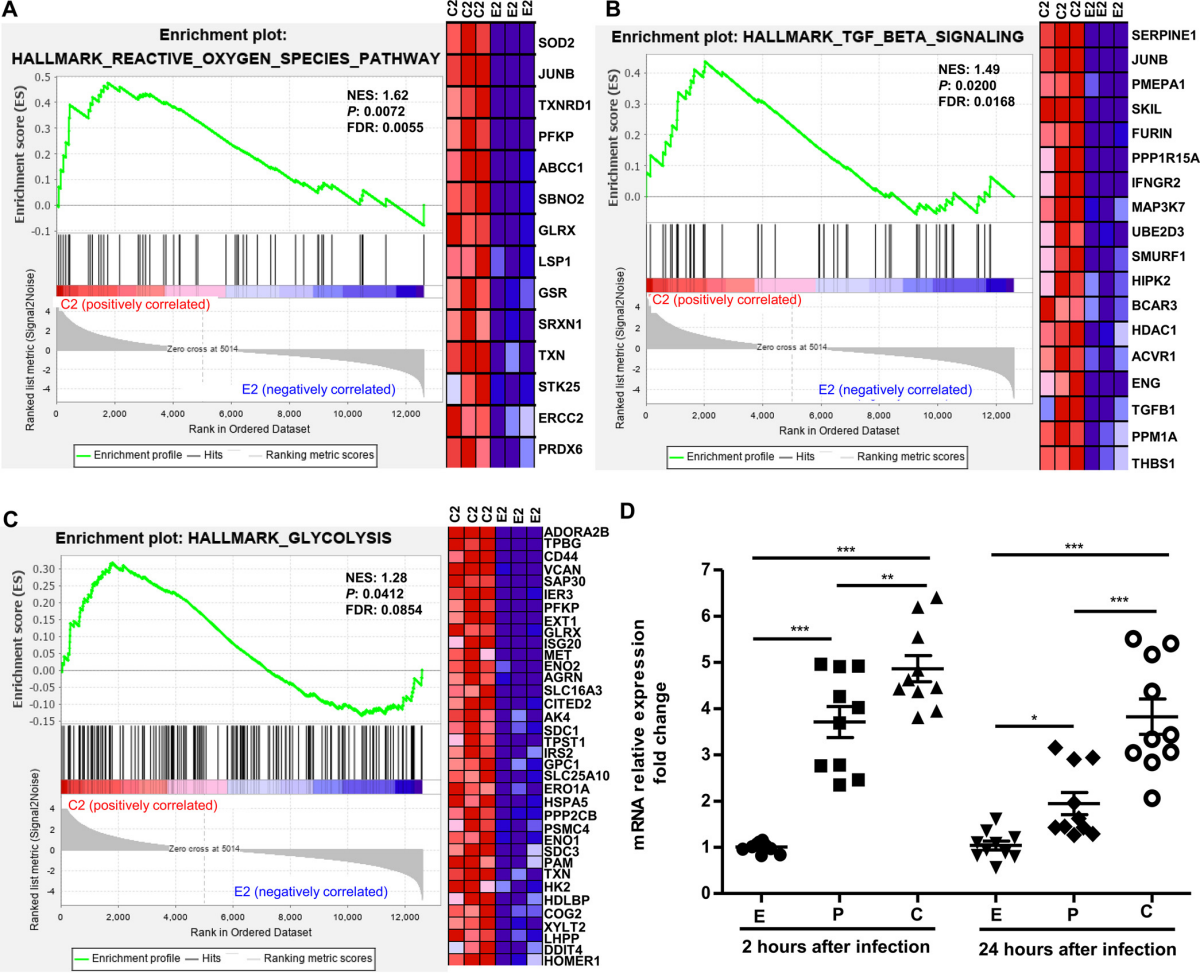
Macrophage responses at 2 h after infection with pathogenic *Leptospira* spp. Plots obtained from gene set enrichment analysis of (A) “HALLMARK_REACTIVE_OXYGEN_ SPECIES_PATHWAY,” (B) “HALLMARK_TGF_BETA_SIGNALING,” and (C) “HALLMARK_GLYCOLYSIS” are shown in L. interrogans-infected BMDMs *versus* uninfected BMDM groups but not in *L. biflexa*-infected BMDMs *versus* uninfected BMDM groups (NES > 1, *P < *0.05, and FDR < 0.25). The green curve refers to the calculation of the enrichment score. BMDM, bone marrow-derived macrophage; GSEA, gene set enrichment analysis; NES, normalized enrichment score; FDR, false discovery rate. Left panels show GSEA enrichment plots (score curves), and the heatmap on the right side of each panel is a visualization of the core enrichment genes (positively enriched associated molecules) contributing the most to the enriched pathway. Increased expression (red) and decreased expression (blue). C2, L. interrogans-infected BMDMs at 2 h postinfection; E2, uninfected BMDMs at 2 h. (D) Significant upregulation of HIF-1α mRNA levels were examined in L. interrogans-infected BMDMs compared to in uninfected BMDMs and *L. biflexa*-infected BMDMs at 2 h postinfection. HIF-1α, hypoxia inducible factor 1, alpha subunit. The expression of target genes was normalized against GAPDH. Control condition refers to uninfected BMDM groups. The data were analyzed using two-way analysis of variance followed by multiple comparisons tests (GraphPad Prism). Significant differences are representative of the results from multiple experimental replicates (*n *= 10). *, *P < *0.05; **, *P < *0.01; ***, *P < *0.005 E: uninfected BMDMs; P: *L. biflexa*-infected BMDMs; C: L. interrogans-infected.

A recent study demonstrated that hypoxia-inducible factor-1α (HIF-1α), a metabolic regulator, promotes macrophage glycolysis metabolism, resulting in proinflammatory macrophage functional differentiation and protection against bacterial and fungal infections (29).

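Hif1a, the gene of HIF-1α (GeneID 15251, chromosome 12, 73901329 to 73947530, plus strand, 20 exons), was at 54.2 ± 2.77 CPM (SD, n = 3) in uninfected BMDMs at 2 h, 177 ± 45.3 with L. interrogans and 191 ± 3.15 with L. biflexa. The log2 fold changes were 1.70 (standard error 0.15, adjusted p = 5.26e-08, edgeR) and 1.82 (standard error 0.15, adjusted p = 2.44e-08, edgeR). Between L. interrogans and L. biflexa the log2 fold change was -0.11 and not called (standard error 0.15, adjusted p = 0.734, edgeR). It ranged from -0.34 without replicate 2 of L. interrogans, where it was called (adjusted p = 0.038, edgeR), to 0.018 without replicate 4. After 24 h the levels were 75.8 ± 7.08, 663 ± 120 and 461 ± 101 CPM in the same order. Against uninfected BMDMs these are log2 fold changes of 3.13 (standard error 0.20, adjusted p = 3.22e-09, edgeR) and 2.61 (standard error 0.20, adjusted p = 2.35e-08, edgeR). The log2 fold change between the species was 0.52 (standard error 0.19, adjusted p = 0.0403, edgeR). It stayed positive but lost its call without replicate 2 (0.29) or 3 (0.54) of the uninfected BMDMs, replicate 2 (0.27) or 3 (0.23) of L. interrogans, or replicate 3 of L. biflexa (0.13). It was not called either with DESeq2 (0.43), median-ratio size factors (0.43), library totals (0.00042), the stricter filter (0.23), the 6 libraries compared (0.29), all 18 libraries (0.26), log2(RPKM + 0.1) (0.45), log2(RPKM + 1) (0.44), exon reads of genes with exons only (0.011) or scaling to Gapdh (0.21). With junction reads, chosen after seeing the data, it was -0.12 (adjusted p = 0.602, edgeR; up to 0.998 over the alternatives). About 64.0% of its reads at 24 h were placed uniquely.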

Our RNA-seq transcriptome data showed that HIF-1α was differentially expressed in *Leptospira*-infected BMDMs. Validation using quantitative RT-PCR analysis confirmed that the expression of HIF-1α was significantly upregulated in *L. biflexa*-infected BMDMs compared to in uninfected BMDMs (*P < *0.005 for 2-h infection; *P < *0.05 for 24-h infection) (Fig. 5D and Table S3). The HIF-1α mRNA levels were significantly upregulated in L. interrogans-infected BMDMs compared to in uninfected BMDMs (*P < *0.005) and *L. biflexa*-infected BMDMs (*P < *0.01, 2-h infection; *P < *0.005 for 24-h infection) (Fig. 5D). These results implicate the HIF-1α-dependent glycolysis pathway in the activation of macrophages induced by pathogenic leptospiral infection.

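The Reactome set "Glycolysis", with 25 genes tested at 2 h, had a median log2 fold change against uninfected BMDMs of 0.45 with L. interrogans (18 higher, adjusted p = 0.0147, camera) and 0.21 with L. biflexa (16 higher, adjusted p = 0.055, camera). At 24 h, over 26 genes, it was 0.63 (20 higher, adjusted p = 2.53e-06, camera) and 0.43 (15 higher, adjusted p = 0.04, camera). Whether the species differ in this set was not tested. Gapdh (GeneID 14433, chromosome 6, 125161338 to 125166511, minus strand), an enzyme of glycolysis, changed at 2 h by a log2 fold change of 0.45 with L. interrogans (standard error 0.13, adjusted p = 0.0091, edgeR) and 0.33 with L. biflexa (standard error 0.13, adjusted p = 0.0466, edgeR). The call with L. interrogans was lost without its replicate 3 (0.33), and that with L. biflexa without replicate 1 (0.38), 2 (0.36) or 4 (0.26) of the uninfected BMDMs, replicate 3 of L. interrogans (0.31), or replicate 1 (0.37), 2 (0.30) or 3 (0.36) of L. biflexa. Under library totals in place of TMM both were negative (-0.061 and -0.20), as on the log2 of RPKM plus 0.1 (-0.20 and -0.33). The call with L. biflexa was also lost without a filter on low counts (0.30) and with the stricter filter (0.31). The same held for all 18 libraries (0.30) and exon reads of genes with exons only (0.27). With junction reads, chosen after seeing the data, both calls were lost (0.18 and 0.19). At 24 h Gapdh was higher by 1.54 and 1.23 (adjusted p = 3.53e-07 and 4.08e-06, edgeR). Only 4.57% of its reads in the infected libraries at 24 h were placed uniquely, so its level can include reads of near-identical copies. From the glycolysis gene set and the transcript level of HIF-1α, the paper proposes that HIF-1α-dependent glycolysis may be involved in the activation of macrophages by pathogenic Leptospira.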

### Attenuating effect on macrophage activation induced by nonpathogenic leptospiral infection.

To expand upon the results above, significantly enriched gene sets were identified in L. interrogans-infected BMDMs compared to in *L. biflexa*-infected BMDMs using MSigDB gene sets C2 (curated gene sets containing 4,738 gene sets). When L. interrogans-infected BMDMs were compared with *L. biflexa*-infected BMDMs at 24 h after infection, gene sets with a positive NES acted primarily as functional pathways for activated macrophages induced by pathogenic leptospiral infection, whereas those with a negative NES acted primarily as functional pathways for activated macrophages induced by nonpathogenic leptospiral infection. The results revealed two significantly regulated C2 gene sets in L. interrogans-infected BMDMs: “REACTOME_BRANCHED_CHAIN_AMINO_ACID_CATABOLISM” (NES = 2.15, nominal *P* value = 0.0, FDR q-value = 0.12) and “REACTOME_THE_ROLE_OF_NEF_IN_ HIV_1_REPLICATION_AND_DISEASE_PATHOGENESIS” (NES = 1.89, nominal *P* value = 0.0, FDR q-value = 0.24). 

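The Reactome set for branched-chain amino acid catabolism, taken from the fgsea package, had 17 genes tested at 24 h. All 17 were higher with L. interrogans than with L. biflexa, with a median log2 fold change of 0.80 (adjusted p = 1.47e-04, camera). Against uninfected BMDMs the median was -0.19 with L. interrogans (12 lower, adjusted p = 0.479, camera) and -1.29 with L. biflexa (15 lower, adjusted p = 0.00103, camera). The median between the species was 0.29 with exon reads of genes with exons only (adjusted p = 0.00193, camera) and 0.22 with junction reads (adjusted p = 0.0093, camera), the latter chosen after seeing the data. Over the alternatives tried for this comparison the adjusted p reached 0.375, with the estimated correlation. The set on Nef was not analysed here.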

We also found significant enrichment of 379 regulated C2 gene sets in *L. biflexa*-infected BMDMs. Among the three biological pathways, “REACTOME_INTERLEUKIN_10_SIGNALING,” “FOSTER_TOLERANT_MACROPHAGE _UP,” and “COATES_MACROPHAGE_M1_VS_ M2_DN” were enriched in *L. biflexa*-infected BMDMs but not in L. interrogans-infected BMDMs, indicating that nonpathogenic leptospiral infection affects macrophage activation (Fig. 6A). 

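The core genes of 3 sets at 24 h were tested as lists: 17 genes for interleukin 10 signaling, 43 for FOSTER_TOLERANT_MACROPHAGE_UP and 23 for COATES_MACROPHAGE_M1_VS_M2_DN, of which 22 matched the files (C5orf34 did not) and 21 could be tested. They were chosen by the study on these samples and are not independent evidence. Against uninfected BMDMs all 3 lists were higher with both species. The median log2 fold changes were 5.74, 2.80 and 1.04 with L. interrogans (adjusted p = 1.91e-65, 5.11e-72 and 6.42e-11, camera) and 6.39, 3.15 and 1.25 with L. biflexa (adjusted p = 1.09e-50, 2.71e-60 and 9.91e-12, camera). Between L. interrogans and L. biflexa the medians were -0.24 (11 of 17 lower, adjusted p = 0.0271, camera), -0.22 (27 of 43 lower, adjusted p = 0.00453, camera) and -0.60 (18 of 21 lower, adjusted p = 0.0112, camera). One by one, 7, 8 and 4 genes were called lower with L. interrogans and none higher, and 7, 7 and 4 adjusted over the list alone. With junction reads, chosen after seeing the data, the medians were -1.03, -0.75 and -0.92. The adjusted p over the tests and read choices reached 0.49, with the estimated correlation. The interleukin 10 list lost its call without replicate 1 of L. interrogans (-0.22), or replicate 1 (-0.086) or 2 (-0.14) of L. biflexa. Without replicate 1 of L. interrogans or replicate 2 of L. biflexa the calls of FOSTER (-0.10 and -0.15) and COATES (-0.56 and -0.57) were lost too. From the enrichment of these sets in L. biflexa-infected but not in L. interrogans-infected BMDMs (Fig. 6A), the paper concludes that nonpathogenic Leptospira affect how macrophages are activated.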

In the significantly regulated C2 gene set, “REACTOME_INTERLEUKIN_10_SIGNALING,” the gene encoding IL-10, an anti-inflammatory cytokine, was found in the ranked lists of leading-edge genes containing 17 core enrichment genes, shown as a heatmap for three *L. biflexa*-infected BMDMs and three L. interrogans-infected BMDMs, whereas IL-10 expression was upregulated in *L. biflexa*-infected BMDMs (Fig. 6A). This finding was verified using quantitative RT-PCR analysis, which showed that IL-10 mRNA levels in *L. biflexa*-infected BMDMs were significantly higher than those in cells infected with L. interrogans for 24 h (*P < *0.01) (Fig. 4B). Furthermore, at 24 h (*P < *0.01) and 48 h (*P < *0.005) postinfection, the culture supernatant of *L. biflexa*-infected BMDMs displayed significantly higher IL-10 levels than that of L. interrogans-infected BMDMs (Fig. 6B). Thus, macrophages infected with nonpathogenic *Leptospira* spp. induced higher levels of IL-10 mRNA and protein than those infected with pathogenic *Leptospira* spp.

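In the list of core genes for interleukin 10 signaling, log2 fold changes of L. interrogans over L. biflexa at 24 h ranged from -1.70 to 0.97. Il10 itself, tested at 390 to 614 reads with L. interrogans and 496 to 893 with L. biflexa, was among the 10 of the 17 genes with no call in edgeR's quasi-likelihood test. With junction reads, chosen after seeing the data, 16 of the 17 genes were lower with L. interrogans, and 10 of them were called. The counts of genes with exons alone gave Il10 a log2 fold change of -0.48 (adjusted p = 0.205, edgeR).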

**FIG 6:**
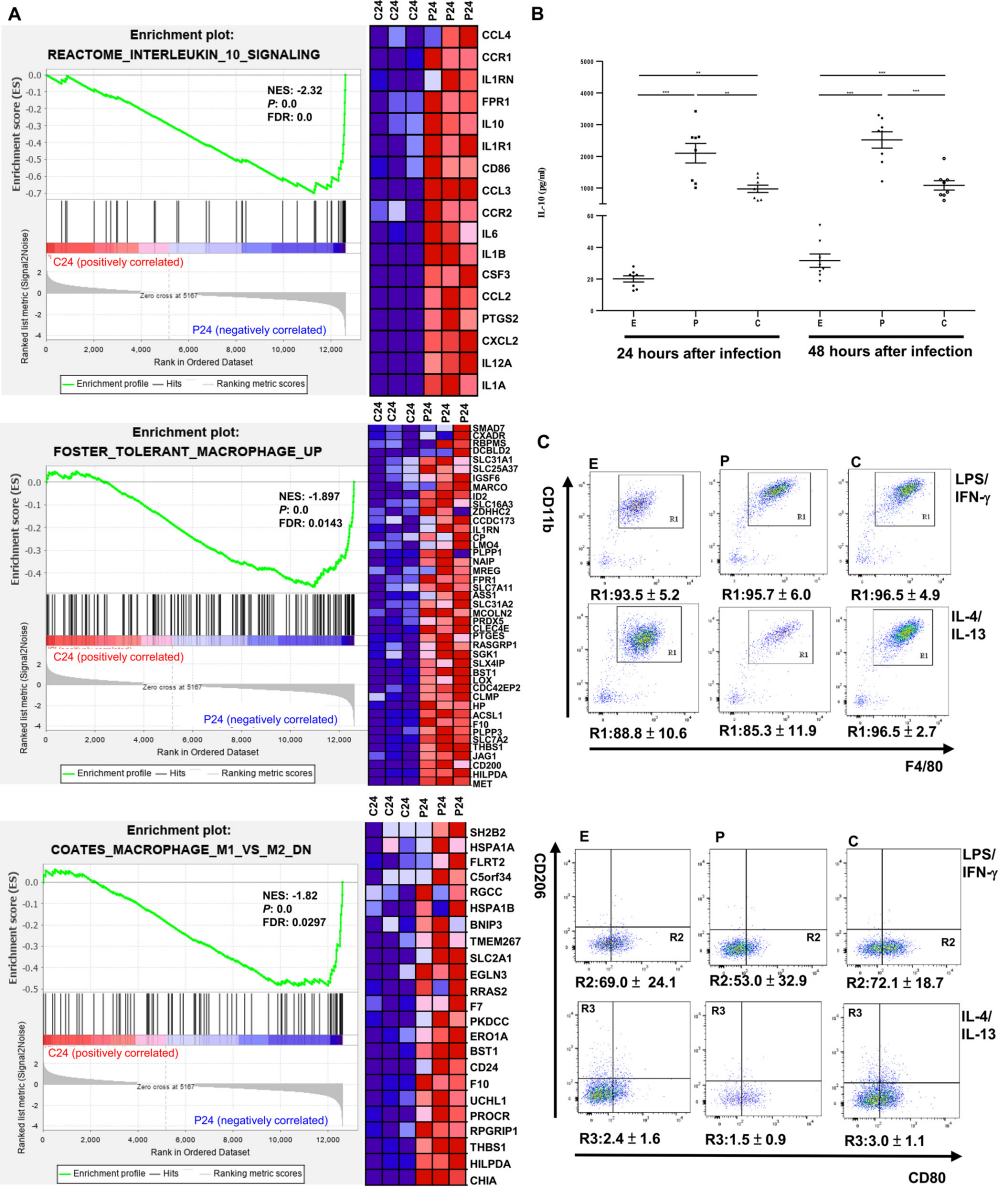
Activated macrophages after infection with nonpathogenic *Leptospira* spp. at 24 h. (A) Plots of gene set enrichment analysis results of “REACTOME_ INTERLEUKIN_10_SIGNALING,” “FOSTER_TOLERANT_MACROPHAGE_UP,” and “COATES_MACROPHAGE_M1_VS_ M2_DN” in *L. biflexa*-infected BMDMs when L. interrogans-infected BMDMs compared to in *L. biflexa*-infected BMDMs. (NES absolute value of >1, *P < *0.05, and FDR < 0.25). The green curve refers to the calculation of the enrichment score. BMDM, bone marrow-derived macrophage; GSEA, gene set enrichment analysis; NES, normalized enrichment score; FDR, false discovery rate. Left panels show GSEA enrichment plots (score curves), and the heatmap on the right side of each panel is a visualization of the core enrichment genes (positively enriched associated molecules) contributing the most to the enriched pathway. Increased expression (red) and decreased expression (blue). C24: L. interrogans-infected BMDMs at 24 h postinfection; P24: *L. biflexa*-infected BMDMs at 24 h postinfection. (B) Effect of IL-10 concentration in the culture supernatant of *Leptospira*-infected BMDMs. E: uninfected BMDMs; P: *L. biflexa*-infected BMDMs; C: L. interrogans-infected BMDMs. The data were analyzed using two-way analysis of variance followed by multiple comparisons tests (GraphPad Prism). Significant differences are representative of the results from multiple experimental replicates (*n *= 8). **, *P < *0.01; ***, *P < *0.005. (C) M1 and M2 macrophage polarization in BMDMs infected with *Leptospira* spp. Representative flow cytometry analysis of BMDMs was defined as CD11b^+^F4/80^+^ cells (gate R1), M1 was defined as CD11b^+^F4/80^+^CD80^+^ subset (gate R2), and M2 was defined as CD11b^+^F4/80^+^CD206^+^ subset (gate R3). Under the representative fluorescence-activated cell sorting plots, the mean proportion of cell subsets is shown, and the data are shown as the mean ± standard error of the mean data from three independent experiments (*n *= 3).

Because the gene set “COATES_MACROPHAGE_M1_VS_ M2_DN,” which defines a set of downregulated genes differentiating between M1 and M2 macrophage subtypes, was significantly enriched in *L. biflexa*-infected BMDMs, the phenotype and frequency of the polarized macrophages induced by leptospiral infection were assessed using flow cytometry analysis at 48 h postinfection (Fig. 6C). We further evaluated the relative effect of pathogenic and nonpathogenic leptospiral infections on macrophage polarization using *ex vivo* models. As shown in Fig. 6C, under M1 or M2 priming conditions, flow cytometric analysis revealed that a substantial proportion (>85%) of cells were doubly positive for the macrophage markers F4/80 and CD11b, regardless of leptospiral infection. Under the M1 priming condition (infected cells stimulated with LPS/interferon-γ for a second 24-h period), the percentage of the CD80^+^ macrophage subset (gate R2) gated on CD11b^+^F4/80^+^ cells (gate R1) was lower in *L. biflexa*-infected BMDMs (53.0 ± 32.9% of CD11b^+^F4/80^+^CD80^+^ cells, quantitatively normalized to the total number of cells) than in uninfected BMDMs with LPS/interferon-γ stimulation (69.0 ± 24.1% of CD11b^+^F4/80^+^CD80^+^ cells, quantitatively normalized to the total number of cells), whereas there was no obvious difference in the percentage of CD11b^+^F4/80^+^CD80^+^ cells between L. interrogans-infected and uninfected cells. Under the M2 priming condition (infected cells stimulated with IL-4/IL-13 for a second 24-h period), *L. biflexa*-infected BMDMs showed a slightly lower percentage of the CD206^+^ macrophage subset (gate R3) gated on CD11b^+^F4/80^+^ cells (gate R1) than L. interrogans-infected and uninfected BMDMs (full gating strategy is shown in Fig. S3).

Our findings reveal that nonpathogenic *Leptospira*-infected BMDMs treated under M1 or M2 priming conditions inhibited macrophage polarization, particularly macrophage M1 polarization. Taken together, the attenuating effect on macrophage activation is caused by nonpathogenic leptospiral infection.

### Discussion.

We examined overall gene expression alterations and regulation in pathogenic and nonpathogenic *Leptospira*-infected macrophages. Based on their pathogenicity, *Leptospira* species have been categorized into three different clusters: pathogenic, intermediate, and nonpathogenic (saprophytic) *Leptospira* spp., and more than 300 serovars of *Leptospira* have been identified (1, 30). Leptospirosis is caused by pathogenic leptospires, which induce severe, moderate, or asymptomatic infections in humans (2). Pathogenic leptospiral infection causes a vigorous inflammatory response because of its virulence components, such as LPS, peptidoglycans, lipoproteins, glycoproteins, and membrane proteins (2). Nonpathogenic *L. biflexa* is a free-living bacterium found in water and soil but does not infect humans. Previous studies revealed that rabbit antisera produced by inoculation with pathogenic leptospires cross-react with antigenic components derived from the LPS fraction of nonpathogenic leptospires. Membrane components from nonpathogenic leptospires can be used as leptospirosis vaccines. Understanding the effects of pathogenic and nonpathogenic *Leptospira* spp. on hosts is equally important.

Renal leptospirosis, characterized by tubulointerstitial nephritis and tubular dysfunction, is associated with pathogenic *Leptospira* species that chronically infect and harbor bacteria in renal tubules, causing an inflammatory milieu followed by kidney injury and repair. Our previous studies described global changes in renal gene expression during leptospiral infection, and we performed a comprehensive transcriptome analysis of both renal-*Leptospira* species interaction partners using high-throughput NGS (6). Leptospiral genes were detected in the renal transcriptome of mice infected with L. interrogans at day 28 postinfection, suggesting that leptospires colonized the kidney and showed the propensity for chronicity. Comparative pathway analysis showed that TLR signaling, complement activation, T-helper 1 type immune response, and T cell-mediated immunity/chemotaxis/proliferation were strongly associated with progressive tubulointerstitial damage caused by pathogenic leptospiral infection (5, 6). The findings regarding the cytokine and chemokine cascades involved in *Leptospira*-infected kidney tissue may explain the role of the renal microenvironment in kidney damage induced by *Leptospira* spp.

Ultrastructural changes in cellular morphology and bacterial uptake within macrophages infected with nonpathogenic or pathogenic *Leptospira* species were characterized using TEM. Cells infected with *L. biflexa* or L. interrogans exhibit distinct morphological features. We found that intact L. interrogans was localized in the cytoplasm of BMDMs at 2 and 24 h after infection, suggesting that L. interrogans survived within the macrophages (Fig. S1B). Macrophages infected with *L. biflexa* contained no intact bacterial cells in the cytoplasmic vacuole (Fig. S1B, arrowhead), suggesting that leptospires were degraded in nonpathogenic *L. biflexa*-infected BMDMs. Our results are consistent with previous research findings (9). These findings indicate that the fate of intracellular leptospires depends on the differences between pathogens and nonpathogens, which may be associated with macrophage activation and immune evasion. Interestingly, Shetty et al. found that when macrophages fail to clear pathogenic L. interrogans, a chemokine/cytokine storm occurs, resulting in a robust but nonprotective inflammatory response to pathogenic *Leptospira* spp., leading to infection spread, kidney colonization, and pathological effects (31).

Macrophages sense microorganisms *via* PRRs and trigger intracellular signaling cascades, resulting in transcriptional expression of inflammatory and anti-inflammatory cytokines. Macrophage PRRs, including TLRs, NLRs, C-type lectin receptors, mannose, and scavenger receptors, recognize and bind to microbial products to initiate phagocytosis (8). In the KEGG and IPA pathway enrichment for *Leptospira*-infected BMDMs after the initial infection (at 2 h), PRR-signaling pathways including the “C-type lectin receptor signaling pathway,” “NOD-like receptor signaling pathway,” and “TLR signaling pathway” were identified in nonpathogenic *Leptospira*-infected BMDMs, whereas the “NOD-like receptor signaling pathway” and “TLR signaling pathway” were found in pathogenic *Leptospira*-infected BMDMs. Activation of NOD signaling may be associated with enhanced cytokine production and induction of inflammatory and antimicrobial responses to protect against infection (32). L. interrogans escapes NOD recognition through peptidoglycan modification induced by leptospiral lipoprotein LipL21 binding (7). According to our findings, the DEGs were significantly enriched in pathways associated with neutrophil extracellular trap formation in pathogenic *Leptospira*-infected BMDMs at 24 h after infection. Doster et al. (33) reported that neutrophil extracellular traps have features similar to those of macrophage extracellular traps, suggesting that macrophage extracellular traps are involved in leptospiral infection mechanisms or play a role in tissue diseases.

Among the significantly enriched IPA canonical pathways, TREM1 and IL-10 signaling were enriched in both L. interrogans- and *L. biflexa*-infected BMDMs, regardless of the infection period. TREM1 activation in macrophages triggers signaling pathways that positively modulate proinflammatory responses, augmenting the secretion of proinflammatory chemokines and cytokines in response to infections (34). Most importantly, the anti-inflammatory cytokine IL-10 is a key immunoregulator during infection and is induced in macrophages *in vitro* when TLR2 signaling is modulated during Candida albicans infection or after exposure to the human pathogenic *Yersinia* spp. virulence V protein (35). Macrophage-derived IL-10 suppresses macrophage development into classically activated macrophages, inhibits apoptosis of Mycobacterium avium-infected cells, and leads to the induction of CD4^+^CD25^+^ regulatory T cells (35). 

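At 24 h Trem1 was at 11.9 ± 2.03 CPM (SD, n = 3) with L. interrogans and 5.68 ± 3.20 CPM with L. biflexa, a log2 fold change of 1.06 (standard error 0.42, adjusted p = 0.0617, edgeR). It was not called over all genes tested. Each L. interrogans library lay above each L. biflexa library (exact permutation test, two-sided p = 0.1, the smallest possible), with 212 to 275 against 62 to 253 reads, 54% of them placed uniquely. The log2 fold change was between 0.51 and 1.57 with each library left out, and it was called without replicate 1 of L. biflexa (1.57). Il10 gave no call between L. interrogans and L. biflexa at either time in edgeR's quasi-likelihood test.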

We found that pathogenic *Leptospira*-infected BMDMs had higher TREM1 transcript expression compared to that in nonpathogenic *Leptospira*-infected BMDMs, whereas nonpathogenic *Leptospira*-infected BMDMs showed higher IL-10 transcript expression compared to that in pathogenic *Leptospira*-infected BMDMs. We predict that nonpathogenic *Leptospira*-infected macrophages produced the anti-inflammatory cytokine IL-10, which may be involved in polarizing macrophages into an anti-inflammatory activation state.

We found that CCL2, C-C motif chemokine ligand 7 (CCL7), C-C motif chemokine ligand 3 (CCL3), CXCL1, C-X-C motif chemokine ligand 2, C-X-C motif chemokine ligand 3, C-X-C motif chemokine ligand 5, IL-6, IL-19, IL-27, and IL-33 gene transcript levels were higher in nonpathogenic *Leptospira*-infected BMDMs than in pathogenic *Leptospira*-infected BMDMs at 24 h after infection (Table S4). Both CCL2 and IL-6 prevent apoptosis to promote CD11b^+^ cell survival and induce M2 type macrophage activation (36). Furthermore, according to the literature, IL-6 and IL-27 are classified as proinflammatory or anti-inflammatory factors in acute and chronic inflammation models (37). 

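Of 11 transcripts, Ccl2, Ccl7, Ccl3, Cxcl1, Cxcl2, Cxcl3, Cxcl5, Il6, Il19, Il27 and Il33, all had a negative log2 fold change of L. interrogans over L. biflexa at 24 h, and 6 were called lower. Besides Ccl2 and Cxcl1 these were Cxcl3 (-1.23, standard error 0.32, adjusted p = 0.0108, edgeR), Cxcl2 (-0.59, standard error 0.19, adjusted p = 0.029, edgeR), Il6 (-0.93, standard error 0.31, adjusted p = 0.0315, edgeR) and Il33 (-2.03, standard error 0.70, adjusted p = 0.036, edgeR). Cxcl3 (GeneID 330122, chromosome 5, 90786101 to 90788093) was at 313 ± 48.8 CPM (SD, n = 3) with L. interrogans and 732 ± 131 with L. biflexa, and was called whichever library was left out. On log2(RPKM + 0.1) Cxcl3 was not called (-1.30). Cxcl2 lost its call without L. interrogans replicate 1 (-0.42) or L. biflexa replicate 2 (-0.44). Il6, at 32.8 ± 6.16 and 62.5 ± 22.1 CPM with 58.7% of reads placed uniquely, and Il33, at 1.44 ± 0.630 and 5.88 ± 0.881 CPM, depended on single libraries. Il6 lost its call without replicate 1 (-0.77), 2 (-1.25) or 3 (-1.16) of L. interrogans, or replicate 1 (-0.68) or 2 (-0.86) of L. biflexa. Il6 also lost its call on log2(RPKM + 0.1) (-0.95), with the replicate block (-0.86) and with all gene reads (-0.40), the last chosen after seeing the data. Il33 lost it without replicate 2 (-1.91) or 3 (-2.13) of L. interrogans, or replicate 1 (-2.13), 2 (-1.98) or 3 (-2.10) of L. biflexa. Not called were Ccl7 (-0.48, adjusted p = 0.0982, edgeR), Ccl3 (-0.18, adjusted p = 0.397, edgeR), Cxcl5 (-0.61, adjusted p = 0.128, edgeR), Il19 (-1.05, adjusted p = 0.0977, edgeR) and Il27 (-0.24, adjusted p = 0.694, edgeR). Without L. biflexa replicate 3, Ccl7 (-0.79), Ccl3 (-0.50) and Cxcl5 (-1.05) were called. Without replicate 2 of the uninfected BMDMs Ccl7 (-0.71) and Il19 (-1.29) were called, and Il19 also without replicate 1 (-1.03). Il27 turned positive without L. biflexa replicate 2 (0.047). With junction reads, chosen after seeing the data, Ccl7 (-1.26), Ccl3 (-0.83) and Cxcl5 (-1.24) were called and Il27 was at 0.23.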

IL-27 decreases proinflammatory cytokines and T cell subsets directly or exert anti-inflammatory effects in macrophages by promoting increased expression of IL-10. Previous studies highlighted that CCL7 plays a negative regulatory role in restricting inflammation following Leishmania major infection and the ability of the parasite to disseminate (38). CCL3 may play an important role in phagocyte activation during antibacterial host defense by inducing proinflammatory cytokines, which can help phagocytes destroy intracellular pathogens more effectively (39). Furthermore, IL-19 is upregulated in macrophages after infection and reduces inflammation (40). A previous study showed that IL-33 is important for host resistance because it favors the M2 phenotype, stimulates IL-10 synthesis, and inhibits proinflammatory cytokine expression (41).

At 24 h after leptospiral infection, pathogenic *Leptospira*-infected BMDMs with low IL-10 expression had higher C-C motif chemokine ligand 8 (CCL8), C-C motif chemokine receptor 3 (CCR3), CXCL10, CXCL9, C-C motif chemokine ligand 5 (CCL5), monocyte chemotactic protein-5, and complement C3 (C3) gene transcript expression than nonpathogenic *Leptospira*-infected BMDMs with high expression of IL-10 (Table S5). 

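Of 7 transcripts, Ccl8, Ccr3, Cxcl10, Cxcl9, Ccl5, Ccl12 (monocyte chemotactic protein-5) and C3, all had a positive log2 fold change of L. interrogans over L. biflexa at 24 h, and 5 were called. C3 (GeneID 12266, chromosome 17, 57203968 to 57228136, minus strand, 43 exons) was at 2032 ± 264 CPM (SD, n = 3) against 948 ± 82.9, a log2 fold change of 1.10 (standard error 0.15, adjusted p = 5.2e-04, edgeR) that was called whichever library was left out. Ccr3 (GeneID 12771, chromosome 9, 124013629 to 124031689) was at 36.7 ± 5.24 against 14.2 ± 3.84 CPM (log2 fold change 1.37, standard error 0.24, adjusted p = 0.00183, edgeR), also called in each of the 9 fits. Ccl5 (GeneID 20304, chromosome 11, 83525778 to 83530518) was at 994 ± 59.5 against 559 ± 91.8 CPM (log2 fold change 0.83, standard error 0.19, adjusted p = 0.00589, edgeR). It lost its call without L. interrogans replicate 2 (0.65) or 3 (0.61), with library totals (0.31), with exon reads of genes with exons only (0.33) and scaled to Gapdh (0.50), and 52.3% of its reads were placed uniquely. Ccl8, with 32 to 47 against 11 to 34 reads, was not called (log2 fold change 1.37, standard error 0.74, adjusted p = 0.157, edgeR). Ccl12 was not called either (0.46, standard error 0.31, adjusted p = 0.248, edgeR), and with junction reads, chosen after seeing the data, its sign was negative (-0.19), as with library totals (-0.028).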

Liu et al. reported that Mycobacterium tuberculosis stimulated CCL8 synthesis in macrophages at both the transcriptional and protein levels, depending on activation of the TLR2/PI3K/Akt and p38 signaling pathways (42). 

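Between L. interrogans and L. biflexa at 24 h, 13 of the 14 core genes that Table S7 gives for the PI3K, AKT and MTOR set were higher with L. interrogans, with a median log2 fold change of 0.67 (adjusted p = 2.93e-06, camera). Of these genes 12 were called higher, and 12 adjusted over the list alone, which is not independent evidence because the study picked the list on these libraries. The median was 0.16 with exon reads of genes with exons only (adjusted p = 0.00680, camera). With junction reads, chosen after seeing the data, it was 0.18 and the list was not called (adjusted p = 0.247, camera), which with 0.375 under the estimated correlation was among the largest over the alternatives.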

The “HALLMARK_PI3K_AKT_MTOR_SIGNALING” gene sets were enriched in L. interrogans-infected BMDMs but not in *L. biflexa*-infected BMDMs (Fig. S2). CCL8 also interacts with CCR3 (43). A previous study confirmed that the chemokines expressed during both acute and chronic infections with the protozoan parasite Trypanosoma cruzi are CXCL9, CXCL10, and CCL5 produced by macrophages, indicating a protective host response to T. cruzi infection (44). Complement systems, such as C3, are involved in infection, with local C3 secretion by macrophages promoting renal fibrosis and defense mechanisms against intracellular bacteria (45).

In conclusion, the IL-10 signature has a biological importance in activated macrophages infected with leptopsires. Nonpathogenic *Leptospira*-infected macrophages with high IL-10 production may play a negative regulatory role in macrophage activation and an attenuated response in classical macrophage activation. Our results showed that immune-related biological processes were significantly activated in BMDMs infected with pathogenic *Leptospira* spp. at 2 and 24 h postinfection. After infection for 2 h, the HIF-1α-dependent glycolysis pathway may be involved in activated macrophages induced by pathogenic leptospiral infection. Classically activated macrophages are the major polarization status of pathogenic *Leptospira*-infected macrophages. Therefore, macrophages infected with pathogenic *Leptospira* spp. may create inflammatory microenvironments by balancing the expression of anti-inflammatory molecules, such as IL-10, resulting in chronic or persistent tissue damage. Our findings must be confirmed in animal experiments or clinical human studies. This study improves the understanding of transcriptional regulation during infection and provides insight into the molecular pathogenic mechanisms underlying macrophage infection with *Leptospira* spp.

## MATERIALS AND METHODS

### *Leptospira* strains and culture conditions.

L. interrogans serovar Copenhageni Fiocruz L1-130 (pathogenic species) and *L. biflexa* serovar Patoc (nonpathogenic species) were cultivated at 28°C under aerobic conditions in liquid Elinghausen-McCullough-Johnson-Harris medium (Difco, Detroit, MI, USA) for passaging. Prior to infection experiments, L. interrogans was inoculated intraperitoneally into Golden Syrian hamsters (4 weeks old) and recovered from the kidneys of infected hamsters to maintain their virulence (46). For *in vitro* experimental infection, bacterial strains that had been passaged fewer than eight times were used. After 7 days of culture, motile leptospires was counted using dark-field microscopy and a Petroff-Hausser counting chamber for experimental infections. Animal biosafety level 2 conditions were used for all animal experiments, and the experimental protocols were approved by the Institutional Animal Care and Use Committee of the Chang Gung Memorial Hospital in Taiwan (certificate no. 2018062701).

### Differentiation of murine BMDMs.

Femurs and tibias were obtained from 6–10-week-old C57BL/6 mice, and their muscles were removed using protocols approved by the Institutional Animal Care and Use Committee of Chang Gung Memorial Hospital (permit number 2018121710). Both ends of the bones were cut with scissors, and bone marrow cells were extruded with Dulbecco’s modified Eagle medium/F12 (GlutaMAX supplement, Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (Life Technologies, Carlsbad, CA, USA) using a 25-gauge needle. Bone marrow cells were cultured in complete macrophage medium supplemented with recombinant macrophage colony-stimulating factor (ProSpec-Tany TechnoGene Ltd., Rehovot, Israel). After 7 days of culture, nonadherent cells were eliminated, and adherent cells were harvested for assays. Phenotypic characterization of BMDMs identified as F4/80^+^/CD11b^+^/CD11c- was assayed using flow cytometry (BD FACSVerse; BD Biosciences, Franklin Lakes, NJ, USA) (47). Macrophages were incubated with rat anti-mouse CD16/CD32 (BD Biosciences) to block the Fc receptors. The cells were then stained using the following anti-mouse antibodies: CD11b-APC (M1/70, BioLegend, San Diego, USA), F4/80-Brilliant Violet 420 (BM8, BioLegend), and CD11c-Alexa Fluor 488 (N-418, STEMCELL Technologies, Vancouver, Canada). Data were analyzed using FlowJo software (version 8.8.6, TreeStar, Ashland, OR).

### Ex vivo infection models of *Leptospira* spp.

*Leptospires* were harvested by centrifugation at 4,000 × *g* for 30 min and washed three times with sterilized PBS. BMDMs were seeded at a density of 1 × 10^6^ cells per well in 6-well plates and incubated with pathogenic and nonpathogenic *Leptospira* spp. in fresh complete macrophage medium without antibiotics for 2 or 24 h at 37°C and 5% CO_2_. The multiplicity of infection was 100 bacteria per cell. For RNA extraction, cell samples were collected at 2 and 24 h after infection. The efficiency of leptospiral infection was examined using confocal microscopy (SP8, Leica, Wetzlar, Germany). Apoptotic cell death caused by leptospiral infection was measured using the fluorescein isothiocyanate (FITC) annexin V-propidium iodide (PI)-based method via flow cytometry to differentiate cells in early apoptosis (annexin V+/PI-) from those in post-apoptosis/necrosis (annexin V+/PI+). Data were analyzed using FlowJo software (version 8.8.6). To obtain fully polarized classical (M1) activated macrophages, at 24 h after leptospiral infection, infected BMDMs were stimulated with 10 ng/mL LPS (Sigma-Aldrich, St. Louis, MO, USA) and mouse IFN-γ at 100 ng/mL (BioLegend) for 24 h. For fully polarized alternative (M2) activated macrophages, at 24 h after leptospiral infection, infected BMDMs were stimulated with mouse IL-4 (20 ng/mL, BioLegend) and mouse IL-13 (20 ng/mL Biolegend) for 24 h (18). The cells were harvested and incubated with Fc blocking antibodies. The fraction of cells in each gate that originated from either the M1 or M2 priming conditions was calculated based on cells stained with a phycoerythrin/cyanine 7 (PE/CY7)-conjugated monoclonal antibodies to CD80 (M1 markers, 16-10A1, BioLegend) and FITC-conjugated monoclonal antibodies to CD206 (M2 markers, C068C2, BioLegend) (48). The data are shown as the mean of triplicates ± standard deviation.

### Total RNA extraction.

Total RNA was extracted from cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), followed by treatment with RNase-free DNase I according to the manufacturer’s protocol. The quantity and quality of extracted RNA were verified using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### High-throughput NGS and bioinformatics analysis.

All procedures were performed according to the Illumina protocol (Illumina, San Diego, CA, USA). Amplified cDNA was prepared from total RNA, and RNA-seq library construction was performed using the Ovation RNA-seq System V2 and Ovation Ultralow Library System V2 (NuGEN Technologies, San Carlos, CA, USA), respectively, following standard protocols. The concentration and quality of the library were quantified using Qubit (Invitrogen) and Agilent 2100 Bioanalyzer, and paired-end 150 bp sequencing was carried out on the Illumina HiSeq 4000 sequencing platform. The raw data were filtered using the CLC Genomics Workbench version 10.1, based on a per-base sequence quality score (Q) of ≥20. To quantify transcript expression, sequencing data were mapped to the Mus musculus GRCm38 reference genome. For genome mapping, the length of reads mapped to mouse and similarity fraction of the alignment was set to 80%. PCA was performed using Partek Genomics Suite software (Partek, St. Louis, MO, USA) to assess the similarity of genomic-specific gene expression patterns among different groups. The number of reads aligned to each genomic position was calculated, and the reads per kilobase of exon per million reads method was used to calculate gene expression levels. Up- and downregulated DEGs showing a fold change ≥2 or ≤–2, as well as *P* values of <0.05, were considered as significant and subjected to further bioinformatic analysis. Venn diagram analysis was performed using an Internet tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). For functional analysis, the DEGs were subjected to KEGG pathway enrichment analyses, and *P* values less than 1E-5 were considered to indicate significant enrichment by the DEGs using ClusterProfiler (49) and IPA Build 2021-02-18 (version 62089861). GSEA, which associates gene sets and phenotypes, was performed using GSEA software and gene sets from MSigDB (28, 50). Gene sets with a nominal *P* value of <0.05 and an FDR q-value of <0.25 (25%) were identified as significant. Significantly enriched pathways were displayed using a GSEA plot.

### Immunofluorescence and electron microscopy.

A total of 1 × 10^6^ BMDMs in a volume of 2 mL was seeded onto coverslips in 6-well plates and allowed to adhere. The cell monolayer was infected with pathogenic and nonpathogenic *Leptospira* spp. at a multiplicity of infection of 100 in fresh complete macrophage medium without antibiotics. For the immunofluorescence assay, uninfected and infected cells were fixed in 4% paraformaldehyde, permeabilized with 0.2% Triton X-100, and blocked to prevent nonspecific staining. The cells were then incubated overnight at 4°C with the primary antibody: an anti-Lipl32 antibody to L. interrogans and anti-*L. biflexa* antibody (ab20110; Abcam, Cambridge, UK) to *L. biflexa*. The cells were washed and incubated with an Alexa Fluor 488-conjugated secondary antibody (Molecular Probes, Eugene, OR) for 1 h, followed by nuclear staining with 4′,6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific). The cells were photographed using a Leica TCS SP8 X confocal microscope (Leica Microsystems). To adjust brightness and contrast, as well as generate overlay pictures, Leica Application Suite Core X software (version 2.0) was used, and the fluorescence intensity in the images acquired in the same batch with identical optical setup and parameters was quantified. The morphology of the infected macrophages and presence of *Leptospira* spp. in the cells were visualized using TEM. The cells were fixed in 3% glutaraldehyde and 2% paraformaldehyde in cacodylate buffer (0.1 M, pH 7.4), postfixed in 1% osmium tetroxide, and dehydrated with a graded ethanol series (30%, 50%, 70%, 90%, 95%, and 100%). The samples were embedded in epoxy resin and polymerized. Ultrathin sections (80 nm) were obtained from the resin blocks. The sections were double-stained with uranyl acetate (4%) and lead citrate, then loaded onto an electron microscopy grid and observed using an ultra-high-resolution TEM (Hitachi HT7800, Tokyo, Japan) at 100 kV and a magnification of 5,000–27,000× to detect ultrastructural changes.

### Validation using quantitative RT-PCR.

To validate the DEGs, total RNA was extracted as described above, and quantitative RT-PCR was performed using a first-strand cDNA synthesis kit for RT-PCR (Roche Diagnostics, Basel, Switzerland) and an ABI ViiA7 real-time PCR system (Applied Biosystems, Foster City, CA) using TaqMan gene expression assays. The results are expressed as a threshold cycle (*Ct*). The expression level of each gene was normalized to that of GAPDH, and the relative mRNA expression data were calculated using the 2^-ΔΔ^*^Ct^* method (51). All experimental samples were compared with the control (uninfected BMDM groups) and expressed as an *n*-fold difference. The RT-PCR data were statistically analyzed by determining the fold change values. The primer sequences are listed in Table S3.

### Quantification of cytokine levels.

Supernatants from infected BMDMs were harvested and stored at −80°C until analysis. IL-10 levels were measured using commercial ELISA kits (IL-10: Quantikine, R&D Systems, Minneapolis, MN) in accordance with the manufacturer's instructions. Absorbance was measured at 450 nm using an ELISA reader (PowerWave XS; Bio-Tek Instruments, Winooski, VT).

### Statistical analysis.

GraphPad Prism 5.0 (GraphPad Software, Inc., La Jolla, CA) was used for all statistical analyses. Differences between the treatment groups were determined using a two-way analysis of variance followed by multiple comparison tests. Differences were considered as significant when *P* was <0.05. For high-throughput NGS data analysis, raw sequencing data quality control and mapping statistical analysis were performed using CLC Genomics Workbench.

### Data availability.

The RNA sequencing data have been deposited in the Gene Expression Omnibus under accession number GSE166050.

How the deposited data were processed for this re-analysis (not part of the article)

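The study sequenced RNA of mouse BMDMs at 2 and 24 h, uninfected or infected with L. interrogans or L. biflexa at a multiplicity of infection of 100, with 3 libraries in each of 6 groups. All 18 libraries were mapped to their group and replicate number from the labels and the paper. The labels and the paper's text name no sequencing date or batch. In the labels, all 2 h libraries carry a leading T that no 24 h library has. Time and a possible difference between library series therefore cannot be separated.

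According to the methods, RNA was extracted with TRIzol, treated with DNase I, amplified as cDNA with the NuGEN Ovation system and sequenced as read pairs on a HiSeq 4000 instrument. The authors filtered reads on base quality and mapped them to GRCm38 in the CLC Genomics Workbench. They deposited, per library and gene, counts of reads on exons, on introns, on the whole gene and across exon-exon junctions, each as a total and as reads placed at one location only. The deposited RPKM values are reads divided by the exon length in kilobases and by the mapped reads of the library, made by the authors from the exon reads or, for the 24249 genes with no exon listed, from all reads of the gene. Exon plus intron reads equal the gene reads in every library. Of 46202 genes, 21953 have exons, 0 lack a name, and 72 gene identifiers occur more than once. Coordinates, strands and exon numbers are those of the authors' files. Of reads outside the listed genes, only the total per library is used here, taken as the mapped reads behind the RPKM less the gene reads.

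The counts behind the RPKM were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, the filter on low counts by group, and the quasi-likelihood test), one fit per time point with group as the only term. A DEG needs an unadjusted p under 0.05 and a change of at least 2-fold, which is the rule under the paper's Table 1. Single genes are called at a Benjamini-Hochberg adjusted p under 0.05. The named genes are the 28 that the paper names in its comparisons, whose values in the paper's tables had been seen. Others were named by a rule of size. They are the called genes with the largest change, a log2 CPM of at least 1 and no overlap between the libraries of the groups compared. For comparisons with uninfected BMDMs these are 2 higher and 2 lower genes, and for L. interrogans against L. biflexa 3 and 3. Normalized CPM are TMM-scaled, and log2 CPM for principal components used a prior count of 2. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01. They were the core genes of 8 sets from the paper's supplementary table and Reactome sets of fgsea 1.28.0, a panel of 15 and the set for branched-chain amino acid catabolism. Exact permutation tests, distances and summaries were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

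Depth was between 17266133 and 36977825 counts per library. The steps were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale in each comparison. In the 14663 genes of the 2 h fit 94%, 93.5% and 94% of them were called for L. interrogans against uninfected, L. biflexa against uninfected and between the species. In the 24075 genes of the 24 h fit it was 71.5%, 70.5% and 66.5%. Between 6 and 10 unchanged genes were called per comparison. The rule for a DEG, which uses an unadjusted p, was passed by 189, 197 and 204 unchanged genes at 2 h in the same order and by 595, 636 and 593 at 24 h. Groups of 3 cannot give an exact p below 0.1. Per-gene counting limits cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

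The alternatives set before the data were examined were an adjusted p in the DEG rule, DESeq2 1.42.0, median-ratio size factors, library totals alone, no filter on low counts, a filter of 1 CPM in at least 3 libraries, a fit with the 6 libraries compared or with all 18, the replicate number as a block, libraries thinned to the smallest total, limma on the log2 of RPKM plus 0.1 or plus 1, uniquely placed reads, exon reads of genes with exons only, scaling to Gapdh, and leaving out each library in turn. For gene sets they were fry and an estimated correlation, and for principal components no filter, the stricter filter, the 500 most variable genes, log2 RPKM and genes scaled to unit variance. Added after seeing the data were junction reads, all gene reads, folds of mean RPKM with p-values of several tests, exon reads of genes with exons only for the gene sets, and every alternative for the change of the species effect over time. Pathways of KEGG and of Ingenuity and full hallmark sets were not used here. Results of quantitative RT-PCR, protein assays, flow cytometry and microscopy are not analysed here.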

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

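The correlation of receptor reads over 6 libraries was chosen only after the receptor reads had been seen. The alternatives for the change of the species effect over time, junction reads among them, were also chosen after that result was seen.

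The effect of the species, L. interrogans over L. biflexa, differed between 24 and 2 h in 1660 of 25281 genes (interaction term of edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). It was drawn out because the same contrast moved by different amounts at the 2 times, a test the paper does not report. The difference was positive in 1296 genes and negative in 364, and 5235 genes had an unadjusted p under 0.05. This excess of positive genes was not seen under other scalings, with 347 positive and 388 negative under median-ratio size factors and 216 and 351 under library totals. The genes with no exon listed were 325 of them, 19.6%. For Il10 the term was -0.29 (standard error 0.30, adjusted p = 0.658, edgeR) and for Hif1a 0.43 (standard error 0.22, adjusted p = 0.283, edgeR), so neither was shown to change its species effect over time. Hif1a passed without replicate 2 of L. interrogans at 2 h (0.68, adjusted p = 0.0415, edgeR), with adjusted p up to 0.915 over the alternatives. The count depends on single libraries. It was 922 without replicate 4 of L. interrogans at 2 h, 978 and 1094 without replicates 1 and 2 of L. biflexa at 2 h, 777 without replicate 3 of the uninfected BMDMs at 24 h, 912 and 802 without replicates 2 and 3 of L. interrogans at 24 h, and 764 without replicate 3 of L. biflexa at 24 h. It was 1107 without replicate 3 of L. interrogans at 2 h. A shift of all genes by the scaling at 24 h may account for part of it, since library totals left 567 genes and median-ratio size factors 735. Reads of unspliced background may account for another part, since 259 genes were left with junction reads, of 10538 tested. A change of the host response over time stays open for the rest. A difference between the library series of the 2 times, marked by a leading T in the 2 h labels, stays open too.

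Reads mapped outside the listed genes, which the paper does not analyse, made up 27.8% ± 6.15 (SD, n = 3) of the mapped reads of L. biflexa-infected BMDMs at 24 h. The uninfected BMDMs of that time had 14.5% and the L. interrogans-infected ones 14.9% on average. The 3 L. biflexa libraries had 24.8%, 23.7% and 34.9%, above every library of the other groups (exact permutation test, two-sided p = 0.1, the smallest possible). Per kilobase of sequence outside genes the group had 12.7 reads on average and the others at 24 h 6.45 and 5.07. One library alone is no explanation, since each of the 3 is above the others. Reads of genomic DNA or other unspliced transcripts are a candidate explanation. Of the 4382 genes that were DEGs higher with L. biflexa and not DEGs with L. interrogans at 24 h, 84.7% have no exon listed. The 544 with at least 2 exons had 15.2% of their pooled exon reads on junctions (median 0%), against 45.7% in the 899 genes higher with both species (median 35.2%), where spliced mRNA would give a value near that of other induced genes. DNA left after DNase treatment and intergenic transcription of the infected cells cannot be separated by these counts. The group and its library preparation coincide, so a biological difference stays open and untested.

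Genes of olfactory and vomeronasal receptors (names beginning with Olfr, Vmn1r and Vmn2r, 1428 with exons), which the paper does not discuss, had 13.2 reads per kilobase of exon on average in L. biflexa-infected BMDMs at 24 h. Uninfected BMDMs had 4.46 and L. interrogans-infected BMDMs 3.59 (exact permutation test, two-sided p = 0.1 for each, the smallest possible), and at 2 h no group was above 0.546. Of 466 receptor genes tested, 105 were called higher and 1 lower with L. biflexa than in uninfected BMDMs (edgeR's quasi-likelihood test, adjusted p under 0.05), and 4 were called higher and 3 lower with L. interrogans. In junction reads 1 of these genes could be tested, and it was called higher with both species. Background from genomic DNA or unspliced transcripts is a candidate explanation. It predicts that receptor reads follow the reads outside genes in libraries that were not part of the pattern. Over the 6 uninfected and L. interrogans libraries at 24 h the reads per kilobase of both kinds were correlated (Pearson's r = 0.952, exact permutation p = 0.00417, adjusted 0.00694, and Spearman's rho = 0.943, exact permutation p = 0.0167, adjusted 0.0278, two-sided, 5 relations computed in the family). The relation was not seen at 2 h. There the uninfected, L. interrogans-infected and L. biflexa-infected BMDMs had 0.546, 0.171 and 0.204 receptor reads per kilobase with 1.80, 2.08 and 1.92 reads outside genes per kilobase. With 6 libraries, leaving out the 2 farthest leaves too few to repeat it. The L. biflexa libraries form a separate cluster, so no pooled value is given. Expression of these receptors by macrophages as a response to L. biflexa is not excluded by a correlation.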

How the results depend on the processing

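All results with junction reads, all gene reads or folds of mean RPKM, the gene set results with exon reads of genes with exons only, and the alternatives of the interaction term were chosen only after the main results were seen. All other alternatives were set before the data were examined. A gene or gene set was kept when its direction and its side of the threshold stayed, and a count when it moved within 1.5-fold. For percentages, smaller changes were already labelled as moved. The variance share of the first principal components, 83.9%, was labelled as moved at 82.2% on the RPKM scale. Under alternatives other than leaving out a library, 162 values that answer a comparison were kept, 47 moved, 26 weakened and 14 changed sign. With a library left out the numbers were 186 kept, 14 moved, 19 weakened, 1 strengthened and 5 reversed. For single genes and shares of DEGs, 1253 were kept, 60 moved, 75 weakened, 30 strengthened and 33 reversed under the alternatives, and 719, 24, 50, 9 and 8 with a library left out. Unless a construction is named, the cause of a change was not tested.

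The numbers of DEGs against uninfected BMDMs held within 1.5-fold under most settings. On log2(RPKM + 1), which shrinks the folds of genes with few reads, they were 1886 and 1807 for L. interrogans and L. biflexa at 2 h and 1481 and 2201 at 24 h. On log2(RPKM + 0.1) L. biflexa at 24 h had 5801. Exon reads of genes with exons only, which test fewer genes, gave it 4469. Junction reads, with fewer genes still, gave 3023, 2853 and 3179 for L. interrogans and L. biflexa at 2 h and L. biflexa at 24 h. Leaving out a library gave 5269 to 5684 and 5111 to 5446 at 2 h and 3445 to 4294 and 7493 to 9751 at 24 h. Between the species at 24 h the count was 1932 and 135 on the 2 RPKM scales, 1589 with exon reads only and 588 with junction reads, and 5067 to 7447 with a library left out. At 2 h it was 29 with an adjusted p, 937 without a filter, 243 with the stricter filter, 241 in a fit of the 6 libraries alone, 812 in a fit of all 18, 80 and 11 on the RPKM scales, 234 with exon reads only and 184 with junction reads. It ranged from 389 to 739 with a library left out, the highest without replicate 2 of L. interrogans. DEGs found only with L. biflexa at 24 h numbered 2016 and 662 on the RPKM scales, 1505 with exon reads only, 665 with junction reads, and 3640 to 5833 with a library left out, the lowest without replicate 3 of L. biflexa. The setting that moved the share of higher DEGs most differed by comparison. For L. interrogans at 24 h it was library totals (28.6%). With L. interrogans and L. biflexa at 2 h it was log2(RPKM + 0.1) (22.6% and 21.6%). On log2(RPKM + 1) it moved most for L. biflexa at 24 h (23.6%) and between the species at 24 h (64.4%). Between the species at 2 h the adjusted p moved it most (6.90%).

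Il10 between the species at 24 h was not called under any setting, at 0.038 with TMM. Its sign was negative with DESeq2 (-0.056), median-ratio size factors (-0.056), library totals (-0.49), the stricter filter (-0.26), the 6 libraries alone (-0.20), all 18 libraries (-0.23), thinned libraries (-0.014), the RPKM scales (-0.047 and -0.043), exon reads only (-0.48), junction reads (-0.56) and Gapdh as reference (-0.28). It was between -0.32 and 0.23 with a library left out, and negative without replicate 2 of the uninfected BMDMs (-0.20), replicates 2 (-0.23) or 3 (-0.29) of L. interrogans or replicate 3 of L. biflexa (-0.32). At 2 h it reversed to -0.054 with the replicate block. Hif1a between the species at 2 h lay between -0.34, called without replicate 2 of L. interrogans, and 0.018, without replicate 4. Other genes changed sign between the species at 24 h. With library totals these were Tlr2 (-0.038), Nlrp3 (-0.28), Ccr1 (-0.35), Gapdh (-0.22) and Ccl12 (-0.028). With exon reads only they were Tlr2 (-0.025), Nlrp3 (-0.26), Ccr1 (-0.34), Gapdh (-0.19) and Ccl12 (-0.029). With junction reads they were Tlr2 (-0.12), Nlrp3 (-0.24), Tnf (-0.11), Ccr1 (-0.38), Gapdh (-0.16), Hif1a (-0.12), Il27 (0.23) and Ccl12 (-0.19). The stricter filter reversed Nlrp3 (-0.041) and Ccr1 (-0.12), the 6 libraries alone Ccr1 (-0.063), all 18 libraries Nlrp3 (-0.016) and Ccr1 (-0.092), Gapdh as reference Nlrp3 (-0.061) and Ccr1 (-0.17), and all gene reads Ccl3 (0.063). With a library left out Nlrp3 ranged from -0.14 to 0.43, Ccr1 from -0.22 to 0.32 and Il27 from -0.56 to 0.047. Gapdh against uninfected BMDMs at 2 h reversed with library totals (-0.061 with L. interrogans and -0.20 with L. biflexa) and on the RPKM scales (-0.20 and -0.20 with L. interrogans, -0.33 and -0.33 with L. biflexa). Scalings shifted all genes. Library totals lowered the median log2 fold change against uninfected BMDMs at 2 h by 0.52 and 0.53, and exon and junction reads lowered that between the species at 24 h by 0.51 and 0.61, so single changes within those sizes are relative to the scaling.

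For gene sets, the number of panel calls fell from 41 to 13 of 60 with an estimated correlation. Between the species, that setting left no list called, at medians of 0.17, 0.15 and 0.080 for the lists for reactive oxygen species, TGF-beta and glycolysis at 2 h, 0.29, 0.67, -0.24, -0.22 and -0.60 for the UV response, PI3K, interleukin 10, FOSTER and COATES lists, and 0.80 for the branched-chain amino acid set. fry left the lists at 2 h (0.17, 0.15, 0.080) and those for interleukin 10 (-0.24) and FOSTER (-0.22) without a call. The list for reactive oxygen species was not called with the replicate block (0.16), exon reads only (0.15) or junction reads (0.13), nor without replicate 4 of L. interrogans (0.19), or replicate 1 (0.22) or 2 (0.13) of L. biflexa, and had medians of 0.13 to 0.22 with a library left out. The TGF-beta list was not called with exon reads only (0.13) or junction reads (0.016), nor without replicate 4 of L. interrogans (0.041) or replicate 1 of L. biflexa (0.11), and ranged from 0.041 to 0.29. The glycolysis list was not called with median-ratio size factors (0.068), the stricter filter (0.075), the replicate block (0.084), exon reads only (0.055) or junction reads (0.084), and ranged from 0.079 to 0.14. It lost its call without replicate 1 of the uninfected BMDMs (0.079), replicate 3 (0.14) or 4 (0.095) of L. interrogans, or replicate 1 (0.099) or 2 (0.13) of L. biflexa. The UV response list was not called with the stricter filter (0.027), reversed with exon reads only (-0.23) and junction reads (-0.20), and ranged from 0.061 to 0.39, with no call without replicate 2 of L. interrogans (0.094) or replicate 3 of L. biflexa (0.12). The PI3K list was not called with junction reads (0.18). With a library left out the interleukin 10 list ranged from -0.65 to -0.086, FOSTER from -0.50 to -0.10 and COATES from -0.83 to -0.27. All 3 lost their calls without replicate 1 of L. interrogans (-0.22, -0.10 and -0.56) or replicate 2 of L. biflexa (-0.14, -0.15 and -0.57), and the interleukin 10 list also without replicate 1 of L. biflexa (-0.086).

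Of the transcripts of Table S4, the number called was 82 with DESeq2, 178 with library totals, 77 in a fit of the 6 libraries and 81 with junction reads. With a library left out it was between 31, without replicate 1 of L. interrogans, and 95, without replicate 3 of L. biflexa. For Table S5 it was 60 with library totals, 152 with the 6 libraries, 691 with all gene reads and 20 with junction reads. With a library left out it was between 86 and 541, and the fits with the largest fall were those without replicates 2 (86) and 3 (94) of L. interrogans, replicate 2 of the uninfected BMDMs (166) and replicate 3 of L. biflexa (193). The share of variance in the first 3 principal components was 79.3% without a filter, 88.9% with the stricter filter, 97.8% with 500 genes, 82.2% on RPKM, 73.4% at unit variance and 77.6% with junction reads. Genes whose species effect differed between the times numbered 735 with median-ratio size factors, 567 with library totals, 2616 with all gene reads, 715 with exon reads only, 259 with junction reads and 744 after thinning, and 764 to 2303 with a library left out. Splits of the libraries other than the real one gave fewer DEGs in each comparison. Such splits mix the groups compared, so a large real difference widens the spread within them and lowers their counts. At 2 h against uninfected BMDMs they reached at most 158 and 120, below the average of the simulation without change given next. They are therefore no level of false DEGs. With 1 of 10 splits as large as the real one, the real one itself, the number of splits alone cannot exclude chance for 3 libraries against 3. Groups simulated without change against the uninfected libraries gave 198 DEGs on average at 2 h and 616 at 24 h, which argues against chance as the source of most of the 5340 and 5206 DEGs at 2 h and the 3652 and 9073 at 24 h. Between the species, 593 of the unchanged simulated genes passed the rule at 24 h, where 6186 DEGs were found. At 2 h it was 204, for 403 DEGs found and up to 373 in another split, and there chance stays open.

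The replicate numbers do not pair the libraries: libraries with the same number deviated from their group means with a mean correlation of 0.0161 over 6 pairs at 2 h and -0.0282 over 9 pairs at 24 h, and 0 pairs were above 0.1. With the replicate number as a block, DEGs numbered 4997, 4922 and 323 at 2 h for L. interrogans, L. biflexa and between them, and 3548, 8614 and 5667 at 24 h. At the same replicate block Il10 at 2 h was -0.054, the list for reactive oxygen species 0.16 and the glycolysis list 0.084, and Nos2, Gab1, Nod1 and Cd46 at 2 h and Il6 and Hif1a at 24 h between the species lost their calls, as did Gapdh with L. biflexa at 2 h. Depth limits genes with few reads at 24 h, such as Il33, with 17 to 41 reads with L. interrogans and 138 to 205 with L. biflexa, and Ccl8, with 32 to 47 and 11 to 34. Mamdc2 has no value with junction reads or in the fit of the 6 libraries, and such alternatives are left out.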

Differences from the paper's values

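The folds of mean RPKM with p-values of other tests and the junction reads named here were chosen only after the values had been seen. The other settings were listed before the data were examined. A count, share or fold is said to differ from the paper's when it is more than 1.5-fold higher or lower.

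The paper gives 27.15% of the DEGs with L. interrogans at 2 h as upregulated and 26.83% with L. biflexa. The values here were 46.4% and 46.7%. Of 14 alternatives set beforehand 11 differ in the same way. Those that do not are library totals alone (25.0% and 24.7%), log2(RPKM + 0.1) (22.6% and 21.6%) and log2(RPKM + 1) (38.8% and 39.0%). The remaining ones (adjusted p, DESeq2, median-ratio size factors, both filters, 6 or all 18 libraries, the replicate block, thinning, unique reads and exon reads only) gave at most 47.8% and 48.2%. All 9 fits with a library left out differ as well. Folds of mean RPKM in 8 definitions, chosen after seeing the values, gave 21.7% to 30.5% with L. interrogans and 20.7% to 30.0% with L. biflexa. The upper ends came from the definition without a test, with 17573 and 17642 genes. With a p the highest shares were 27.3% and 28.2%. The p of edgeR without a filter on low counts gave 27.3% and 26.7% with 7366 and 7251 DEGs, that of a fit of all 18 libraries 26.7% and 28.2% with 6980 and 6680, and edgeR's filtered p 26.1% and 25.9% with 5831 and 5803. None of the 8 gave all 4 of the paper's counts of DEGs exactly. With edgeR's filtered p the counts for L. interrogans and L. biflexa were 5831 and 5803 at 2 h and 3698 and 9303 at 24 h. These lay within 1.5-fold of the paper's. How many of the paper's own DEGs each of the 8 definitions drops could not be counted, since the lists of DEGs were not used here.

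For genes that were DEGs only with L. biflexa at 24 h, the paper counts 2519 upregulated transcripts, and 4029 were counted here. Of 14 alternatives 11 differ. An adjusted p in the rule (3280), the stricter filter (3761) and the replicate block (3623) do not. The others, log2(RPKM + 0.1) with 954, log2(RPKM + 1) with 47 and exon reads only with 1182 among them, differ. Leaving out libraries at either time gave 2734 to 4312, and 3 of 18 such fits do not differ, those without replicate 1 (3069) or 2 (3286) of the uninfected BMDMs or replicate 3 of L. biflexa (2734) at 24 h. Of the settings chosen after seeing the values, folds of mean RPKM with edgeR's p gave 3831, all gene reads 5067 and junction reads 326.

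By RT-PCR the paper gives IL-10 as 9.81-fold and CCL2 as 4.65-fold higher in L. biflexa-infected than in L. interrogans-infected BMDMs at 24 h. In the RNA-seq counts, a different assay, the folds of L. biflexa over L. interrogans were 0.974 and 1.75. None of 14 alternatives reached the paper's folds, at 0.951 to 1.41 for Il10 and 1.74 to 2.53 for Ccl2, and neither did leaving out a library, at 0.850 to 1.25 and 1.56 to 2.19.

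In the principal components the paper's figure gives about 36% of the variance to the first component, about 26% to the second and about 8.8% to the third in Fig. 2B, read by eye. The values here were 69.1%, 11.0% and 3.88%. On log2 RPKM, with 44.1%, 30.6% and 7.48%, none of the 3 differs. At unit variance per gene the first (51.2%) and the third (6.53%) do not differ and the second does (15.7%). No filter (64.8% for the first), the stricter filter (73.0%) and the 500 most variable genes (85.0%) differ for the first component.

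Several statements on single genes and sets were not met. The paper states that Ccr1 is higher with L. interrogans at 24 h, and also lists it among genes of the other species' set; the log2 fold change was 0.16 (adjusted p = 0.584, edgeR), and no setting called it. Emr1, stated beside it, was higher at 1.05. The paper states that Il10 transcripts are higher with L. biflexa at 24 h; the log2 fold change of L. interrogans over L. biflexa was 0.038 (adjusted p = 0.923, edgeR), and no setting called it, although most alternatives were negative, down to -0.56 with junction reads. Of the paper's markers beside it, Ccl2 (-0.81) and Cxcl1, at a fold of L. biflexa over L. interrogans of 2.00, were called in the paper's direction. For HIF-1α at 2 h the paper states a higher level with L. interrogans than with L. biflexa, by RT-PCR; the log2 fold change was -0.11 (adjusted p = 0.734, edgeR), and no setting called it higher, while at 24 h it was 0.52 (adjusted p = 0.0403, edgeR). Trem1, stated as higher with L. interrogans, had 1.06 at an adjusted p of 0.0617 (edgeR), which was called over the list alone. It was also called without a filter (1.08, adjusted p = 0.0400), after thinning (1.09, adjusted p = 0.0453), on log2(RPKM + 1) with limma (0.47, adjusted p = 0.0460), without replicate 1 of L. biflexa (1.57, adjusted p = 0.0202) and, chosen after seeing the values, with all gene reads (0.92, adjusted p = 0.0349), where Ccl2, Il6 and Cxcl2 lose theirs. Over the alternatives its adjusted p was between 0.0202 and 0.756.

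Of the 11 transcripts that the paper lists as higher with L. biflexa at 24 h, all had the stated direction and 6 were called. Ccl7, Ccl3, Cxcl5, Il19 and Il27 were not. Ccl7, Ccl3 and Cxcl5 were called with library totals (-1.02, -0.70 and -1.11), the stricter filter (-0.77, -0.46 and -0.89), exon reads only (adjusted p = 0.0023, 7.19e-04 and 0.019, edgeR) and without replicate 3 of L. biflexa (-0.79, -0.50 and -1.05). Junction reads, chosen after seeing the values, called them as well (-1.26, -0.83 and -1.24) and dropped the call of Il33 and, of the genes listed as higher with L. interrogans, those of Ccr3, Cxcl10, Cxcl9 and Ccl5. Ccl7 was further called with DESeq2 (-0.57), the 6 libraries (-0.71), all 18 libraries (-0.74), Gapdh as reference (-0.78) and without replicate 2 of the uninfected BMDMs (-0.71). Over all settings the adjusted p lay between 6.39e-04 and 0.517 for Ccl7, 7.19e-04 and 0.805 for Ccl3, and 0.013 and 0.388 for Cxcl5. Il19 was called without a filter (adjusted p = 0.0382, edgeR), with the 6 libraries (-1.29), all 18 libraries (-1.32), log2(RPKM + 1) (-0.92, adjusted p = 0.0114, limma) and exon reads only (-1.58), and without replicate 1 (-1.03) or 2 (-1.29) of the uninfected BMDMs, with adjusted p from 0.0114 to 0.250 over all settings. No setting called Il27 (0.25 to 0.95). Of the 7 listed as higher with L. interrogans, all had the stated direction and 5 were called. Ccl8 was called on log2(RPKM + 0.1) (1.24, adjusted p = 0.0267, limma) and log2(RPKM + 1) (0.66, adjusted p = 0.0169, limma), with adjusted p from 0.0169 to 0.742 over all settings, and Ccl12 under no setting (0.0832 to 0.961). The paper lists the gene sets for reactive oxygen species, TGF-beta and glycolysis at 2 h, those for PI3K and the UV response at 24 h, the set for C-type lectin receptors at 2 h and the chemokine set at 24 h as specific to one species. The core genes of the first 5, which the study picked on these libraries and which are therefore not independent evidence, and the Reactome sets for C-type lectin receptors and chemokine receptors were called higher than in uninfected BMDMs with both species. Of the Reactome sets that the study did not pick, the one for reactive oxygen species was called with both (adjusted p = 0.00823 and 0.043, camera). Glycolysis was called with L. interrogans (0.0147) and not with L. biflexa (0.055), in the paper's direction, and TGF-beta with neither (0.321 and 0.242). fry called both sets with both species (7.01e-06 and 1.28e-05 for glycolysis, 1.88e-05 and 1.28e-05 for TGF-beta), and an estimated correlation neither with either (0.231 and 0.267, 0.314 and 0.267). Interferon sets, stated for L. interrogans at 24 h, were called with both as well. TNF signaling, stated for both species at 2 h, was called with neither by camera (adjusted p = 0.145 and 0.132) and with both by fry (4.32e-05 and 1.70e-05). The paper's statements on C-type lectin receptors, chemokines and TNF rest on enrichment of DEGs in KEGG pathways, and that on interferon on Ingenuity Z-scores. The Reactome sets used here differ from those in genes, test and threshold, so they do not test these statements directly. The paper reports the sets for interleukin 10 signaling, FOSTER and COATES as enriched with L. biflexa in a direct comparison of the species at 24 h. Their core genes, picked on these libraries as well, were lower with L. interrogans than with L. biflexa, in the paper's direction. Against uninfected BMDMs, which that comparison does not cover, they were higher with both species. The paper describes most DEGs as lower, and 53.6% and 53.3% were lower at 2 h, 52.9% with L. interrogans at 24 h, but 38.8% with L. biflexa at 24 h.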

Other observations

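The test of genes with low counts on the RPKM scale was chosen only after the share of lower DEGs had been seen, as was the use of junction reads. The median over genes with a log2 CPM of at least 1 was looked at only after that over all genes.

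More DEGs were lower than higher at 2 h in the counts and on the RPKM scale, but not in junction reads, where 53.2% with L. interrogans and 53.8% with L. biflexa were higher. Among genes with at least 1 CPM in at least 3 libraries the share of lower genes on the RPKM scale was 76.5%, of 4755 DEGs with L. interrogans, so low counts alone are argued against. Library totals in place of TMM raised the share of lower DEGs by 21.3 percentage points, and the RPKM scale raised it by 23.7. Both values go with a change of composition. Genes whose share rises take a larger part of a fixed number of reads. All other genes then appear lower relative to the total. To look at this on libraries not used to choose the genes, the 50 genes with the largest rise in share were chosen from replicates 1 and 2 of the uninfected and 2 and 3 of the L. interrogans-infected BMDMs. They took 10.7% of the counts in the uninfected library left aside (replicate 4) and 39.0% in the infected one (replicate 4). The 10 most abundant genes of each library did not rise, taking 48.5% to 52.7% of the counts in uninfected and 41.4% to 46.1% in infected libraries. The mitochondrial ribosomal RNA genes Rnr2 and Rnr1 fell by 13.4 and 8.01 percentage points. All ribosomal RNA genes together held 43.9% of the counts in uninfected and 35.0% in L. interrogans-infected BMDMs. That fall is smaller than the fall of Rnr2 alone, so other ribosomal RNA genes rose in share after infection. The change of composition is therefore not one of induced mRNA alone. Since the counts carry no measure of RNA per cell, a general decrease of transcripts in infected BMDMs stays open and untested.

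L. biflexa at 24 h had the most DEGs of the 4 comparisons with uninfected BMDMs, 9073. No single L. biflexa library made it so: the lowest count without one of them was 7493, without replicate 3, where the next comparison had 5340. A difference in library size is argued against as well, since 8747 DEGs were left after all libraries were thinned to the smallest total. Unspliced background is a candidate explanation for part or all of it. The genes with at least 2 exons that were DEGs higher with L. biflexa and not DEGs with L. interrogans at 24 h (544) had a median of 0% of exon reads on junctions, 0 as a percent of the share in genes higher with both species (899 genes, 35.2%). Pooled over genes, the shares were 15.2% and 45.7%. The median number of exon reads behind them was 188 and 2953, and among genes with at least 50 exon reads the medians were 0% and 35.4%. With junction reads alone the counts were 3179 DEGs and 3023 for L. interrogans at 2 h, the next, and whether that lead is beyond the spread between libraries was not tested. Which part is a response to L. biflexa is not settled by these counts.

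As a hypothesis, the larger difference of Il10 in RT-PCR than in RNA-seq could come from Gapdh as the RT-PCR reference, since Gapdh itself may change. Scaling each library to its Gapdh count gave a ratio of L. biflexa over L. interrogans of 1.21, far from the paper's 9.81. The Gapdh count of these libraries therefore does not account for the difference. Only 4.57% of the Gapdh reads of the infected libraries at 24 h were placed uniquely. That count may not stand for the Gapdh signal of the RT-PCR, so the hypothesis stays open.

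A further hypothesis was that Table S5 holds more transcripts than Table S4 because the RPKM scale places most genes higher with L. interrogans. The median log2 ratio of L. interrogans to L. biflexa at 24 h over the genes tested was -0.0066 on log2(RPKM + 0.1). That value does not decide, since the pseudocount draws genes with few reads to 0. Over the 15173 genes with a log2 CPM of at least 1 the median was 0.30 on the RPKM scale, 0.40 with TMM and -0.14 with library totals. The RPKM scale therefore stays open as a source of the larger table.

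Other shares differ between the groups and belong to no statement of the paper. Mitochondrial genes held 26.5%, 10.6% and 14.9% of the gene reads at 2 h in uninfected, L. interrogans-infected and L. biflexa-infected BMDMs, and 8.30%, 3.51% and 2.65% at 24 h. The share of gene reads in introns of genes with exons was 36.5%, 41.2% and 42.1% at 2 h and 47.9%, 44.0% and 51.5% at 24 h. Across genes, the log2 fold changes of the 2 species against uninfected BMDMs had a correlation of 0.933 at 2 h and 0.651 at 24 h. Unchanged groups simulated against the same uninfected libraries had 0.481 and 0.490 on average, so the shared libraries alone give part of that correlation. Genes are not independent replicates.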
